# Multi-omics analysis reveals the glycolipid metabolism response mechanism in the liver of genetically improved farmed Tilapia (GIFT, *Oreochromis niloticus*) under hypoxia stress

**DOI:** 10.1186/s12864-021-07410-x

**Published:** 2021-02-06

**Authors:** Jun-Lei Ma, Jun Qiang, Yi-Fan Tao, Jing-Wen Bao, Hao-Jun Zhu, Lian-Ge Li, Pao Xu

**Keywords:** Genetically improved farmed Tilapia, Hypoxia, Transcriptome, Metabolome, Glucose and lipid metabolism

## Abstract

**Background:**

Dissolved oxygen (DO) in the water is a vital abiotic factor in aquatic animal farming. A hypoxic environment affects the growth, metabolism, and immune system of fish. Glycolipid metabolism is a vital energy pathway under acute hypoxic stress, and it plays a significant role in the adaptation of fish to stressful environments. In this study, we used multi-omics integrative analyses to explore the mechanisms of hypoxia adaptation in Genetically Improved Farmed Tilapia (GIFT, *Oreochromis niloticus*).

**Results:**

The 96 h median lethal hypoxia (96 h-LH50) for GIFT was determined by linear interpolation. We established control (DO: 5.00 mg/L) groups (CG) and hypoxic stress (96 h-LH50: 0.55 mg/L) groups (HG) and extracted liver tissues for high-throughput transcriptome and metabolome sequencing. A total of 581 differentially expressed (DE) genes and 93 DE metabolites were detected between the CG and the HG. Combined analyses of the transcriptome and metabolome revealed that glycolysis/gluconeogenesis and the insulin signaling pathway were down-regulated, the pentose phosphate pathway was activated, and the biosynthesis of unsaturated fatty acids and fatty acid metabolism were up-regulated in GIFT under hypoxia stress.

**Conclusions:**

The results show that lipid metabolism became the primary pathway in GIFT under acute hypoxia stress. Our findings reveal the changes in metabolites and gene expression that occur under hypoxia stress, and shed light on the regulatory pathways that function under such conditions. Ultimately, this information will be useful to devise strategies to decrease the damage caused by hypoxia stress in farmed fish.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07410-x.

## Background

Fish growth is affected by environmental elements such as dissolved oxygen (DO), temperature, salinity, the ammonia nitrogen concentration, and pH. In recent years, the effects of hypoxia stress on aquatic organisms have become increasingly severe [1]. This is because the DO in water is prone to decrease as a result of high-density farming, excessive feeding, and blue algae blooms that occur in fish farmed for breeding or for the commercial market [2]. Low DO affects the growth and feed utilization of aquatic organisms and disrupts their morphology, physiology, and behavioral adaptability [3, 4]. Compared with mammals, some aquatic animals have a strong ability to tolerate low oxygen levels [5–7]. However, in general, the normal life processes and body development of aquatic animals can be guaranteed when the DO concentration is higher than 4 mg/L [8].

Fish adapt to hypoxia stress through a series of complex physiological and biochemical processes, including a reduction in the metabolic rate, changes in metabolic pathways, and an improvement in the oxygen transport capacity [9, 10]. Many studies have found that when an organism is in an anoxic environment, glycolipid metabolism undergoes a series of changes [11–14]. Anaerobic metabolism can reduce oxygen consumption and quickly provide energy under hypoxia stress [15]. Previous studies have shown that turbot (*Scophthalmus maximus*) and largemouth bass *(Micropterus salmoides*) switch to anaerobic metabolism under hypoxia stress, causing a decrease in liver glycogen levels and an increase in lactic acid in the blood [16, 17]. Genetically Improved Farmed Tilapia (GIFT, *Oreochromis niloticus*) preferentially use triglyceride (TG) and serum glucose (GLU) to provide energy under acute hypoxia stress [18]. The compensation mechanism of fish under hypoxia stress is connected with increased lipid metabolism [19]. In obese mice, hypoxia stimulates the lipolysis of adipocytes and inhibits the absorption of free fatty acids (FFA) by adipocytes, leading to increased fatty acid concentrations in the plasma [20]. Other studies have found that chronic hypoxia inhibits glycolysis and increases lipolysis, revealing that lipid metabolism is the main energy supply pathway under chronic hypoxia stress [21, 22].

Tilapia, as the main freshwater fish in southern China, has a rapid growth rate and a high economic value. Tilapia is an ideal model to explore the effects of hypoxia stress on fish, because it is mainly cultivated in high-density ponds and shows strong adaptability to hypoxia [23]. There are different types of metabolism under acute hypoxia and long-term hypoxia stress. In Nile tilapia, different energy supply pathways function under short-term and long-term hypoxic conditions; carbohydrates supply energy during short-term hypoxia stress, and lipids become the primary energy source during long-term hypoxia stress [21]. Mahfouz et al. [2] found that glycolysis decreases and gluconeogenesis increases in the liver and muscle of tilapia under acute hypoxia stress. Long-term hypoxia stress has also been shown to affect the fatty acid composition and blood biochemical indicators of GIFT [24].

In the post-genomic era, the widespread use of transcriptome, proteome, and metabolome analyses has led to new insights into biology [25]. Transcriptomics is the study of gene expression at the RNA level, and provides information about differentially expressed (DE) genes and gene function [26]. Metabolomics explains the metabolic processes that occur organisms after stimulation or disruption by providing information about the types and metabolites and changes in their concentrations [27]. In recent years, multi-omics analysis methods have been used to study the stress responses of aquatic animals. For example, combined metabolome and transcriptome analyses of *Litopenaeus vannamei* revealed the relationships between certain secondary metabolites and the transcript levels of DE genes, thereby clarifying the mechanism of nitrite tolerance [28]. Combined metabolome and transcriptome analyses of tilapia under hypoxic stress have provided information about changes in liver metabolism and the cause of death. In the present study, we used a multi-omics method to analyze how glycolipid metabolism changes in GIFT liver tissues under hypoxia stress, and used qRT-PCR to verify the transcriptional patterns of eight DE genes related to glycolipid metabolism. This is the first report of combined transcriptome and metabolome analyses of the GIFT liver. Our results reveal changes in energy supply pathways under hypoxia stress, and provide information about the mechanisms of hypoxia adaptation and hypoxia tolerance in GIFT.

## Results

### Determination of 96 h-LH50 in GIFT

A decrease in DO (from 3.2 to 0.2 mg/L) significantly increased the mortality of GIFT (Table 1). When the DO was 3.2 or 1.6 mg/L, no fish death occurred within 96 h. However, GIFT began to die at 96 h when the DO level was 0.8 mg/L. When the DO level was 0.4 mg/L, the cumulative mortality at 12 h was 20%; and it gradually increased over time to 36.7 and 56.7% at 48 h and 96 h, respectively. When the DO level was 0.2 mg/L, the cumulative mortality at 96 h was 86.7%. The 96 h-LH50 calculated by linear interpolation was 0.536 mg /L. The linear regression equation was y = 18.696 + 58.406x (*R* = 0.868, *P* < 0.0001). On the basis of this result, we chose 0.55 mg/L as the 96 h-LH50 of GIFT for further experiments.

**Table 1:** Effects of different low dissolved oxygen levels on 96 h mortality of GIFT

Time (h)	Dissolved oxygen levels (mg/L)				
	3.2	1.6	0.8	0.4	0.2
0	0	0	0	0	0
6	0	0	0	0	0
12	0	0	0	20	23.3
24	0	0	0	26.7	40
48	0	0	0	36.7	67.7
96	0	0	6.7	56.7	86.7

### Hepatic biochemical indicators

Figure 1 shows the changes in hepatic cholesterol (TC), triglyceride (TG), free fatty acids (FFA), and glycogen levels and lactate dehydrogenase (LDH) activity in GIFT after 96 h at DO 0.55 mg/L. At 96 h, the TG was significantly higher (*P*=0.0373< 0.05) in the hypoxia-stressed group (HG) than in the control group (CG) (Fig. 1a). Compared with the CG, the HG showed increased TC levels (Fig. 1b), but the difference was not significant (*P*=0.0786> 0.05). Hepatic glycogen (*P*=0.0187< 0.05) (Fig. 1c) and FFA levels (*P*=0.0145< 0.05) (Fig. 1d) were significantly higher in the HG than in the CG at 96 h. Compared with the CG, the HG showed significantly lower (*P*=0.0312< 0.05) hepatic LDH activity at 96 h (Fig. 1e).

**Fig. 1:**
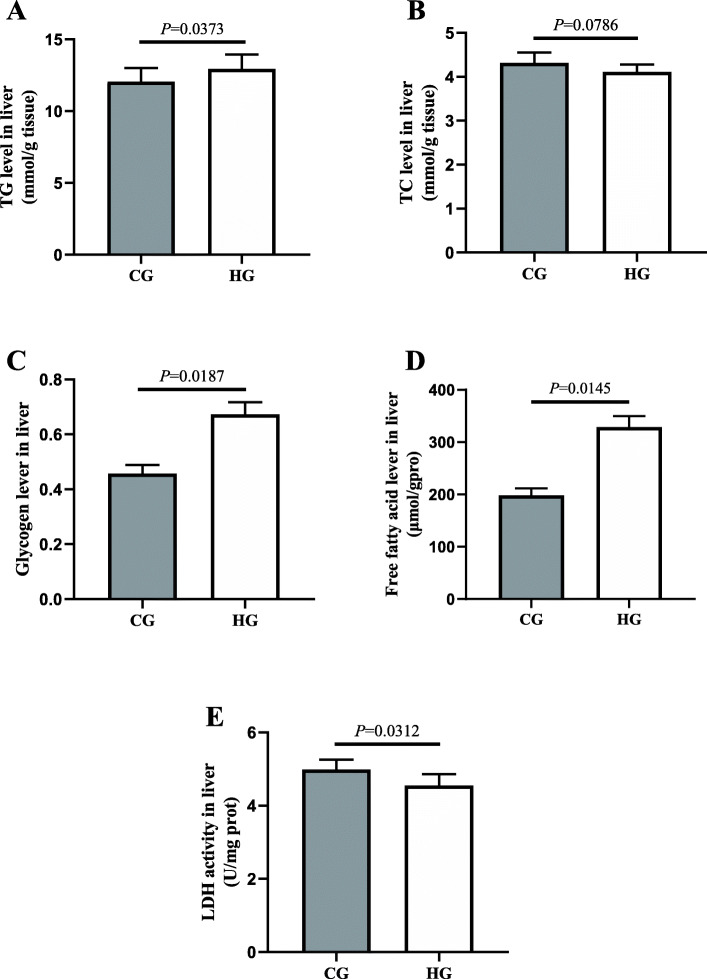
Glucose and lipid metabolism indicators in liver of GIFT under 96 h acute hypoxia stress (*n* = 9 replicates per group). **a** triglyceride, TG; **b** total cholesterol, TC; **c** glycogen; **d** free fatty acids, FFAs; **e** lactate dehydrogenase, LDH. Asterisk (*) indicates significant difference (*P* < 0.05) between hypoxia stress group (HG) and control group (CG)

### Metabolome profiles in liver of hypoxia stressed GIFT

The liver tissues were collected from the HG and CG for LC-MS analysis. The total ion chromatograms, m/z peak width, and retention time peak width of metabolites detected in liver samples from CG or HG in positive (POS) and negative (NEG) modes are shown in Fig. S1 and Fig. S2, respectively. These figures show the reliability of the metabolomics data in this trial and the stable performance of the UPLC-MS analyses.

A total of 13,765 and 10,308 features were obtained in the POS and NEG mode, respectively. After the data were processed and filtered, 11,303 and 8353 high-quality features were obtained in the POS and NEG mode, respectively (Table 2). The high-quality features were analyzed using multiple statistical methods, including principal component analysis (PCA) and partial least square discriminant analysis (PLSDA). Unsupervised PCA was performed prior to PLSDA. The PCA score plot (Fig. 2) revealed tight clustering for the quality control (QC) sample, indicative of good stability of the metabolic profiles. The first two primary components (PC1 and PC2) explained 53.54 and 54.55% of the PCA model in the POS and NEG modes, respectively, indicating that the high-quality features of the CG and HG were naturally separated and clustered (Fig. 2). The PLSDA models were further used to distinguish differences in metabolites among samples detected in the CG and HG in POS and NEG modes (Fig. 3). After 200 permutation tests, the R^2^ values were 0.9890 or 0.9913 and the corresponding Q2 values were 0.9654 or 0.9481 in the POS and NEG mode, respectively, indicating good credibility of the PLSDA models.

**Table 2:** Statistics for quantitative features. Mode indicates that the mode of MS analysis is mainly divided into a positive ion mode and negative ion mode; features with a VIP value> 1, FC > 2 or < 0.5, and an adjusted *P*-value < 0.05 were considered to be up- and down-regulated, respectively, in response to the HG

Mode	Total feature	High-Quality feature	Up-regulated features	Down-regulated features
POS	13,765	11,303	814	861
NEG	10,308	8353	782	571
Tatal	24,073	19,656	1596	1432

**Fig. 2:**
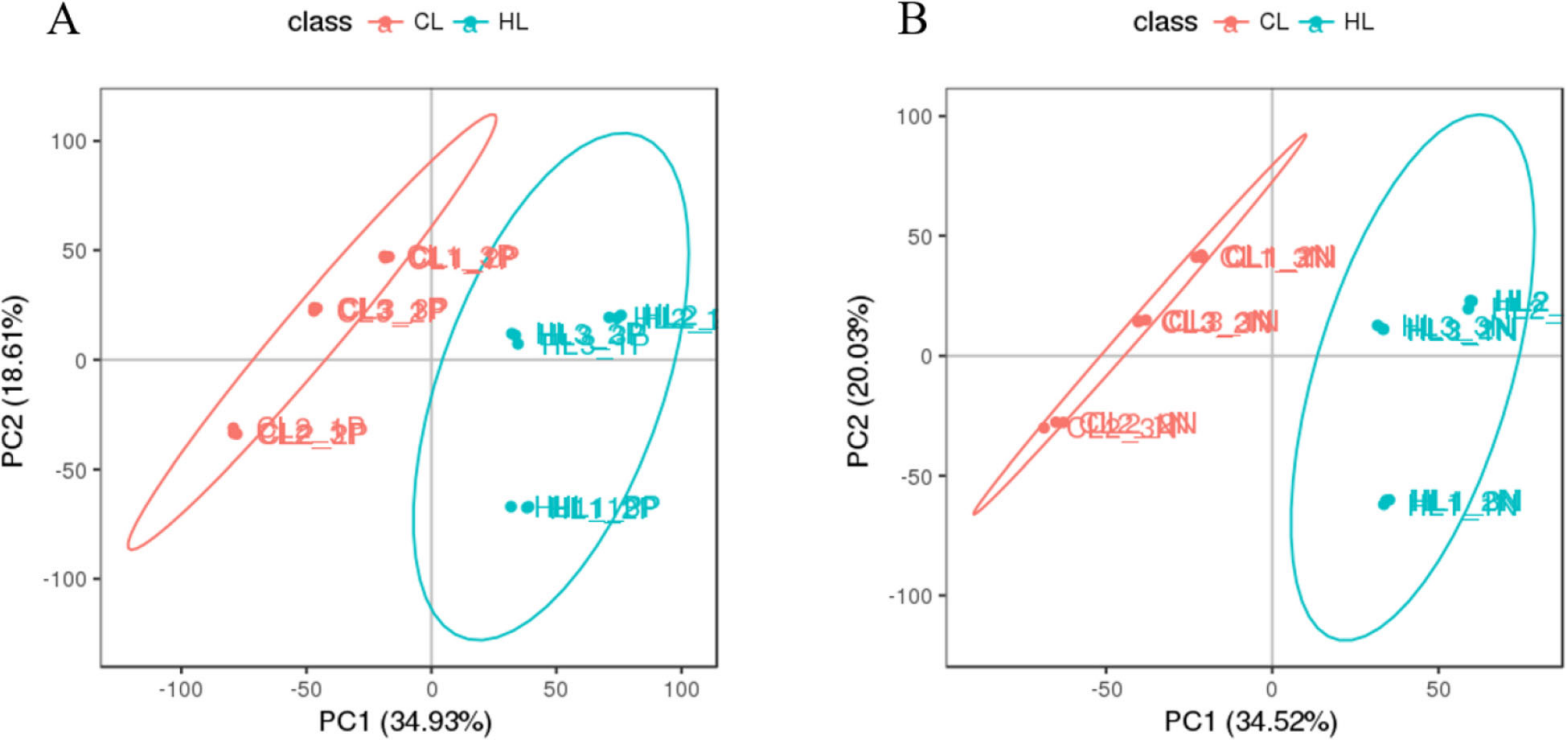
Principal component analysis (PCA) score plot of LC-MS data from profiles of GIFT hepatic metabolites detected in positive ion mode (**a**) and negative ion mode (**b**). Red and green points represent samples in control group (CG) and hypoxia-stressed group (HG), respectively

**Fig. 3:**
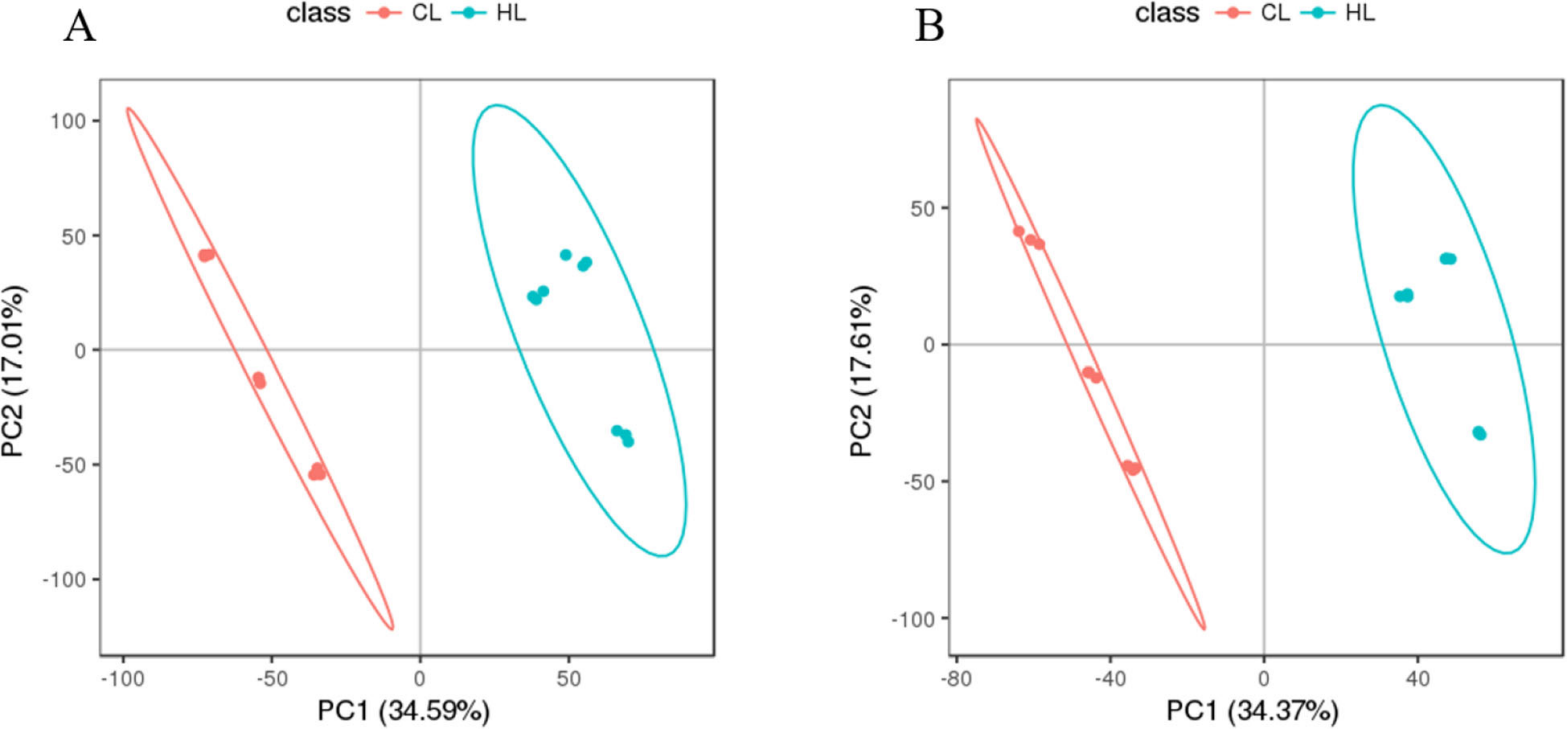
Partial least square discriminant analysis (PLSDA) score plot of LC-MS data from profiles of GIFT hepatic metabolites detected in positive ion mode (**a**) and negative ion mode (**b**). Red and green points represent samples in control group (CG) and hypoxia-stressed group (HG), respectively

High-quality metabolites were selected for the DE metabolites analysis. The DE metabolites were identified on the basis of multiple statistical analyses. Metabolites with a variable importance in the projection (VIP) value> 1, fold change (FC) > 2 or < 0.5, and an adjusted *P*-value < 0.05 were considered to be significant. A total of 3028 DE features were identified in the comparative analysis between the HG and the CG, of which 1596 were up-regulated and 1432 were down-regulated in the HG compared with the CG (Table 2). We matched the obtained DE features at online databases such as Kyoto Encyclopedia of Genes and Genomes (KEGG) and the human metabolome database (HMDB), and further validated them by comparison with our in-house fragment spectrum library. In total, 93 DE metabolites were identified by MS2, with 76 and 17 in the POS and NEG modes, respectively. We detected 15 DE metabolites (Table 3) in the glucose and lipid metabolism pathways, of which five metabolites were down-regulated and eight were up-regulated.

**Table 3:** Metabolites in GIFT liver showing significant differences in abundance between HG and CG groups

Compound name	RT	Mass	mode	FC	VIP	Corrected *p* value	Trend
Stearoylcarnitine	141.669	428.372	POS	0.114	2.437	0.000	down
Stearic acid	112.689	307.265	POS	0.238	2.080	0.000	down
N-Acetyl-D-glucosamine	441.047	186.075	POS	2.589	1.679	0.000	up
Myricetin	411.039	319.044	POS	2.148	1.456	0.000	up
L-Carnitine	382.561	162.111	POS	0.329	1.028	0.042	down
Lathosterol	120.906	369.354	POS	0.210	1.843	0.000	down
Cholic acid	224.118	391.283	POS	3.804	1.668	0.000	up
1-Octadecanoyl-sn-glycero-3-phosphocholine	155.672	524.369	POS	2.558	1.558	0.000	up
1-Stearoyl-sn-glycerol 3-phosphocholine	195.867	568.339	POS	0.168	2.336	0.000	down
1-Myristoyl-sn-glycero-3-phosphocholine	198.433	468.307	POS	2.044	1.346	0.000	up
N-Acetyl-D-Glucosamine 6-Phosphate	344.593	301.061	NEG	3.750	1.950	0.000	up
D-gluconate	273.289	195.055	NEG	2.083	1.403	0.000	up
Alpha-D-Glucose	346.297	239.076	NEG	2.364	1.486	0.000	up
Phosphatidylinositol	34.376	865.56	NEG	0.321	1.831	0.000	down
Farnesyl pyrophosphate	515.046	763.241	NEG	0.462	1.316	0.000	down

### Gene expression profiles in liver of hypoxia-stressed GIFT

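Liver RNA of GIFT sampled at 96 h was sequenced in 6 libraries, 3 labelled CG (DO 5.0 mg/L) and 3 labelled HG. The paper gives the DO of the HG as 0.55 mg/L, and the labels of the deposited libraries give 0.7 to 0.8 mg/L. The paper and the labels also differ in the number of fish per tank, and neither says whether a library holds the RNA of a single fish or of several. The authors mapped the reads to the Nile tilapia genome with HISAT, assembled transcripts with StringTie, and deposited the FPKM of each locus in each library. The genome build and the versions of both tools are not stated. The deposited table holds 31872 loci, each with an assembled locus number (MSTRG) or an Ensembl identifier, and gives no coordinates and no read counts. Of the loci tested, 11800 have a gene name. A name followed by (1 of many) marks a gene with several copies, which may share reads. Transcript levels are given here as FPKM, with the SD of the 3 libraries of a group, and fold changes are HG against CG on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes. The 16423 loci with a mean of at least 1 FPKM over the 6 libraries were tested with limma, and p was adjusted by the Benjamini-Hochberg method. DE genes are the loci with an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Genes of a pathway or cell type were taken from 42 lists. The lists were fixed before the deposited table was examined, but after results that the paper gives from these libraries had been seen. For the genes of a list an adjusted p under 0.05 counted as higher or lower without a minimum fold change, and camera compared the list with all other tested loci. An exact permutation test of a single gene with 3 libraries against 3 cannot go below p = 0.1, so none was used. HG and CG always refer to the labels of the libraries. The metabolome, qRT-PCR and enzyme activity measurements of the paper are not part of the deposited table.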

We established and sequenced six mRNA libraries, three from the DO 5.00 mg/l control groups (CG-1, CG-2, and CG-3) and three from the 96 h-LH50 groups (HG-1, HG-2, and HG-3). The biological replicates had good repeatability. 

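The 3 libraries labelled CG had Pearson correlations of 0.873 to 0.901 with each other over the tested loci, and the 3 libraries labelled HG had correlations of 0.868 to 0.918. The 9 pairs of a CG and an HG library had correlations of 0.661 to 0.786. These correlations are across genes within libraries, and genes are not independent replicates. The first principal component held 56.9% of the variance and separated the groups, and the second held 14.1%. On the first component CG-1 lay apart from its group, at -92.5 against -55.4 for CG-2 and -53.2 for CG-3. Single genes differed in how closely their replicates lay together. For tdo2b (MSTRG.5904), a liver enzyme that opens the ring of tryptophan, the level rose from 25.9 ± 2.27 FPKM in CG to 270.2 ± 16.7 FPKM in HG (SD, n = 3), a log2 fold change of 3.34 (standard error 0.19, adjusted p = 0.000812 from limma). For TAOK2 (1 of many) (MSTRG.4984), a protein kinase, the CG libraries held 1135, 76.3 and 71.7 FPKM and the HG libraries 0.184, 0.163 and 0.0859 FPKM, and the fall of -7.34 on the log2 scale had a standard error of 1.01 (adjusted p = 0.00515 from limma).

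**Figure D1:**
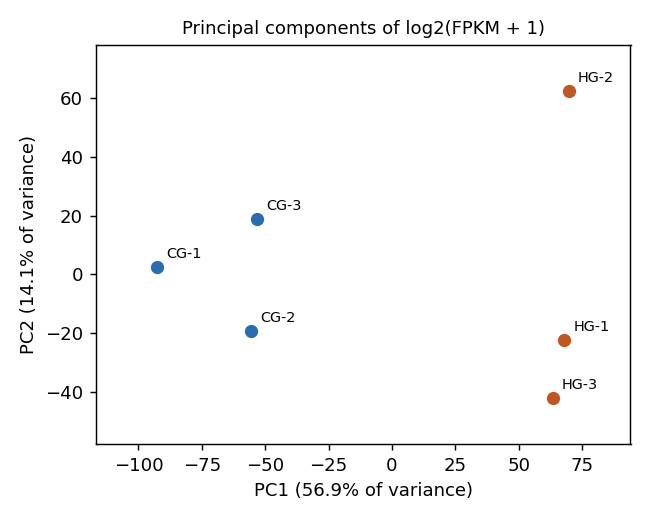
Principal components of log2(FPKM + 1) over the tested loci, with 1 point per library and the share of variance in percent on each axis. The first component, with 56.9% of the variance, parts the libraries labelled CG from those labelled HG.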

After removing low-quality raw sequences, there were 57,905,522, 46,781,934, 42,604,052, 38,581,554, 44,305,838, and 51,230,978 clean reads for the CG-1, CG-2, CG-3, HG-1, HG-2, and HG-3 libraries, respectively (98.05–98.89% valid data; Q20 values of 99.65–99.79%; Q30 values of 95.33–96.54%, and GC contents of 46.5–47%) (Table 4). 

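A table of FPKM holds no read counts, but its lowest values keep the relative depth of the libraries. The FPKM of a weakly expressed locus is a small number of fragments divided by the length of the locus and the mapped reads of the library. The ratio that recurs most often between 2 libraries is then the inverse ratio of their mapped reads. It was taken over loci with a single transcript and a value above 0 in at most 3 libraries, a median of 453 loci per pair of libraries, as the densest window of 0.02 to either side on the log2 scale. In 15 of 15 pairs it lay within 0.05 of the inverse log2 ratio of the mapped reads that the paper gives for the libraries of the same labels. For CG-1 against CG-2 the log2 ratio was -0.245, where the mapped reads give -0.252. The largest difference, -0.028, was between HG-1 and HG-2. The FPKM of a library added up to 459912 to 493870, and the 10 most abundant loci made up 19.8% to 23.4% of it. Between 2852 and 3763 loci per library had an FPKM above 10. Because the counts behind single values are not given, the counting error of a single gene is unknown, and the spread between the 3 replicates is the error used.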

The number of reads that mapped to the Nile tilapia genome was 44,797,588 (CG-1), 37,629,408 (CG-2), 32,951,044 (CG-3), 31,304,433 (HG-1), 35,303,322 (HG-2), and 41,293,836 (HG-3). More reads mapped to exon regions than to intron and intergenic regions in the genome (Fig. S3).

**Table 4:** Overview of reads for mRNA-seq of GIFT and quality filtering

Sample	Raw Data		Valid Data		Valid%	Q20%	Q30%	GC%
	Read	Base	Read	Base				
HL1	39,014,868	5.85G	38,581,554	5.79G	98.89	99.79	96.62	47
HL2	44,823,970	6.72G	44,305,838	6.65G	98.84	99.78	96.19	46.5
HL3	51,877,956	7.78G	51,230,978	7.68G	98.75	99.65	95.33	47.5
CL1	59,054,504	8.86G	57,905,522	8.69G	98.05	99.70	96.30	46.5
CL2	47,474,440	7.12G	46,781,934	7.02G	98.54	99.66	95.86	47.5
CL3	43,224,404	6.48G	42,604,052	6.39G	98.56	99.76	96.54	46.5

Genes with *P*< 0.05, fold-change≥2 or ≤0.5, and fragments per kilobase of exon model per million mapped reads (FPKM) > 10 were considered to be DE genes. We identified 2375 DE genes between the CG and HG libraries, of which 1201 were up-regulated and 1174 were down-regulated (Fig. 4a). 

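In the libraries labelled HG, the genes with the largest changes included transporters and a cytochrome P450 that rose, and genes of oxygen sensing, growth arrest and stress that fell. ABCC11 (MSTRG.312), an ATP-binding cassette transporter, rose from 7.26 ± 7.83 FPKM in CG to 153 ± 98.2 FPKM in HG (SD, n = 3), a log2 fold change of 4.51 (standard error 0.78, adjusted p = 0.0106 from limma). CYP2J2 (1 of many) (MSTRG.2513), a cytochrome P450 that oxidizes arachidonic acid, rose from 4.26 ± 2.85 FPKM in CG to 208 ± 26.0 FPKM in HG (SD, n = 3), a log2 fold change of 5.46 (standard error 0.43, adjusted p = 0.00115 from limma). The amino acid transporter SLC6A13 (1 of many) (MSTRG.6500) rose with a log2 fold change of 4.16 (standard error 0.38, adjusted p = 0.00156 from limma). ddit4 (MSTRG.14744), an inhibitor of mTOR signaling that is induced by low oxygen and by glucocorticoids, fell from 586 ± 91.9 FPKM in CG to 0.284 ± 0.257 FPKM in HG (SD, n = 3), a log2 fold change of -8.84 (standard error 0.25, adjusted p = 7.33e-05 from limma). egln3 (MSTRG.13905), a prolyl hydroxylase that marks hypoxia-inducible factor (HIF) for degradation and is itself a HIF target, fell from 275 ± 87.3 FPKM in CG to 2.09 ± 0.446 FPKM in HG (SD, n = 3), a log2 fold change of -6.45 (standard error 0.28, adjusted p = 0.000369 from limma). cdkn1cb (MSTRG.6508), an inhibitor of cyclin-dependent kinases, and atf3 (MSTRG.9182), a transcription factor of the stress response, fell with log2 fold changes of -6.32 and -5.64 (adjusted p = 0.000992 and 0.00115 from limma). Of the 16423 loci tested, 2722 (16.6%) were DE genes, of which 1155 were up-regulated and 1567 down-regulated in HG. At an unadjusted p under 0.05, 6016 loci differed at any fold change. The values of the groups did not overlap for 7143 loci (43.5%, where chance gives 10%), and every DE gene was among them. The mean of at least 1 group was above 10 FPKM for 1410 of the DE genes. The median log2 fold change of all tested loci was -0.14. Scaling each library by the median of its ratios to the geometric mean of each gene moved this median to 0.00, and 1473 genes were then higher and 1237 lower, so that 54.4% of the DE genes were up-regulated instead of 42.4%. Without HG replicate 1, 781 genes were higher and 802 lower. A Ballgown-style linear model, which tests each gene with its own variance on 3 residual degrees of freedom, called 2 genes higher and 0 lower at an adjusted p under 0.05, and 3583 loci at an unadjusted p under 0.05, and none of the 220 genes named by rule that passed in limma passed in it.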

A list of DE genes is provided in Table S1. The enrichment analysis of DE genes was conducted using tools at the Metascape database. In the Gene Ontology (GO) enrichment analysis, the GO pathways most enriched with DE genes were carboxylic acid metabolic process, oxidation-reduction process, small molecule catabolic process, dioxygenase activity, lipid metabolic process, and monosaccharide metabolic process. These results show that acute hypoxia stress strongly affects the immune regulation and metabolism of GIFT (Fig. 4b).

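Most genes of the interferon response were up-regulated in the libraries labelled HG, and secreted proteins of complement and the acute phase rose more often than they fell. isg15 (MSTRG.14424), a ubiquitin-like protein made in response to interferon, rose from 1.34 ± 0.733 FPKM in CG to 119 ± 38.9 FPKM in HG (SD, n = 3), a log2 fold change of 5.69 (standard error 0.35, adjusted p = 0.000926 from limma). rsad2 (MSTRG.16091), an antiviral enzyme, rose from 1.53 ± 0.571 FPKM in CG to 96.2 ± 39.4 FPKM in HG (SD, n = 3), a log2 fold change of 5.21 (standard error 0.34, adjusted p = 0.000977 from limma). The protease usp18 (MSTRG.14805), which removes isg15 from its targets, rose with a log2 fold change of 3.67 (standard error 0.31, adjusted p = 0.00134 from limma). Of 19 loci of the interferon and antiviral response, 12 were higher, 1 was lower and 6 did not pass (16 higher and 1 lower adjusted over the list alone), with a median log2 fold change of 2.34 and an adjusted p = 2.61e-10 from camera (adjusted p = 0.287 with an estimated correlation). LECT2 (1 of many) (MSTRG.9091), a chemotactic protein secreted by the liver, rose from 5.73 ± 0.822 FPKM in CG to 88.1 ± 29.1 FPKM in HG (SD, n = 3), a log2 fold change of 3.67 (standard error 0.31, adjusted p = 0.00130 from limma). The complement protease CFI (MSTRG.17635) rose with a log2 fold change of 1.79 (standard error 0.32, adjusted p = 0.0120 from limma). Of 39 loci of the list complement and acute phase, 7 were higher, 1 was lower and 31 did not pass (7 higher and 1 lower adjusted over the list alone), with a median of 0.40 and an adjusted p = 0.00270 from camera (adjusted p = 0.685 with an estimated correlation). This call ended without CG replicate 1 (camera adjusted p = 0.0869, 2.91e-05 to 0.685 over all alternatives) and in the rotation test fry (adjusted p = 0.255). Genes of leukocytes did not move one way. Of 27 loci of macrophages and neutrophils, 1 was higher and 6 were lower (adjusted p = 0.581 from camera), among them the neutrophil genes ncf1 (MSTRG.23281) and mmp9 (MSTRG.10793), with log2 fold changes of -4.08 and -3.22. The higher one, MSTRG.4760, joins cyba with other genes, among them mvda of cholesterol synthesis. The lower locus of the interferon list, MSTRG.1794, joins myd88 with cry-dash. The lists of T and NK cells and of B cells had 6 and 4 tested loci and adjusted p of 0.673 and 0.768. Among HIF targets, p4ha1b (MSTRG.951), a collagen prolyl hydroxylase, fell from 34.0 ± 5.72 FPKM in CG to 0.389 ± 0.0481 FPKM in HG (SD, n = 3), a log2 fold change of -4.64 (standard error 0.20, adjusted p = 0.000369 from limma). The deposited table annotates each locus with Gene Ontology terms without their parent terms. By this annotation, a test chosen after the table was seen, 20 of 79 loci of the innate immune response, 9 of 33 of the immune response, 2 of 6 of the defense response to virus and 2 of 24 of lipid metabolic process were DE genes, against 1314 of 7468 annotated loci, and none of these terms passed (adjusted p = 0.211, 0.224, 0.381 and 0.941 from a one-sided Fisher's exact test). The 2 DE genes of the defense response to virus were down-regulated. So were 6 of the 9 of the immune response and 11 of the 20 of the innate immune response. Carboxylic acid metabolic process and oxidation-reduction process held too few loci to test.

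**Figure D2:**
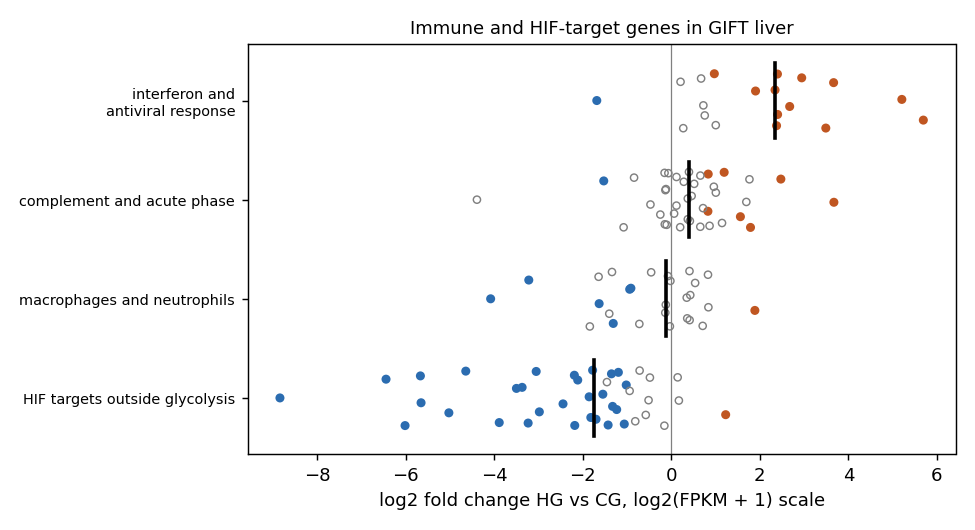
Log2 fold changes HG against CG of the tested members of the immune and HIF lists on the log2(FPKM + 1) scale, with 1 point per locus. Filled points passed an adjusted p under 0.05 from limma (orange higher in HG, blue lower), open points did not, and the black bar is the median of the list. The median of the interferon list lies at 2.34.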

**Fig. 4:**
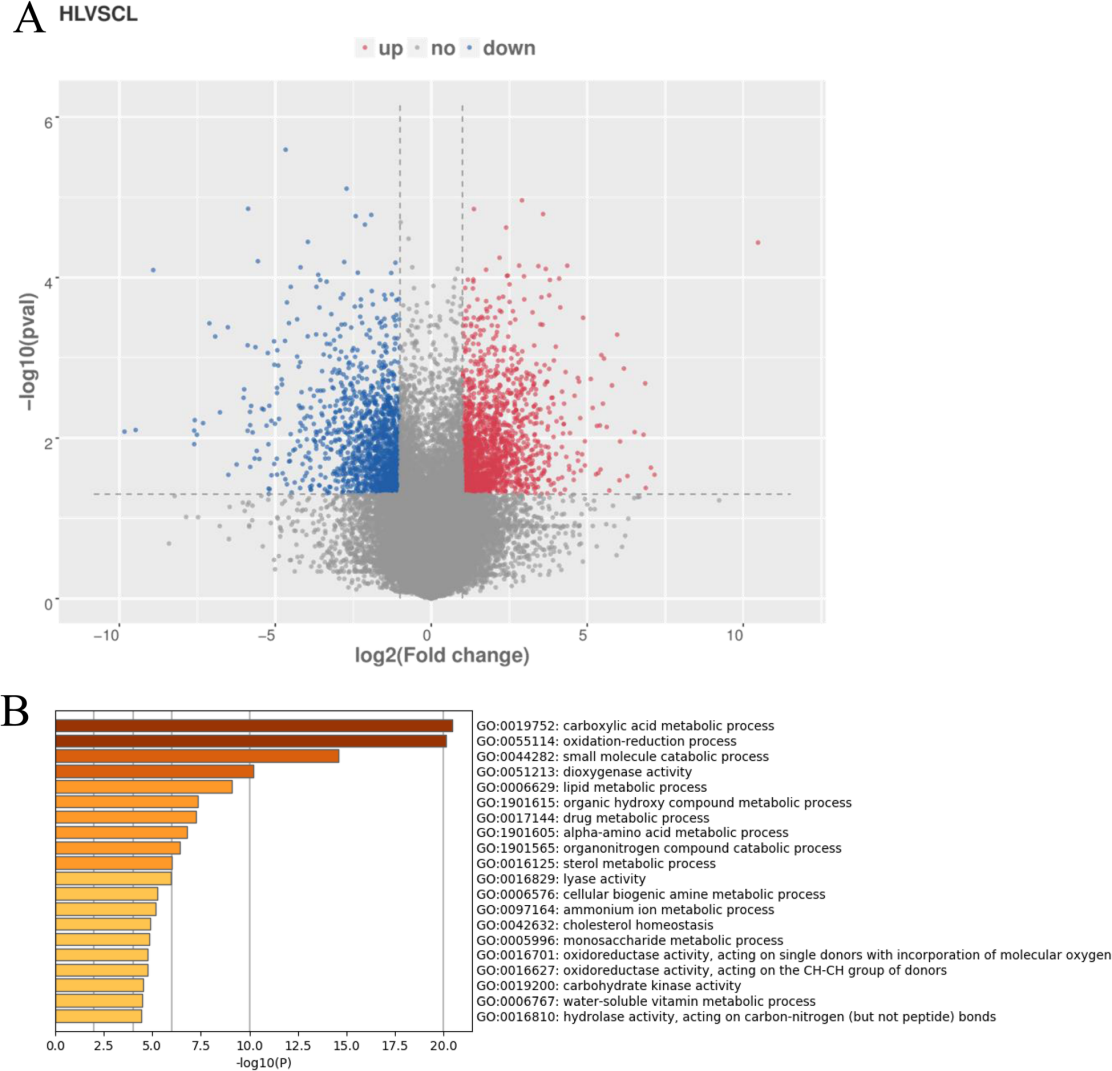
Differentially expressed (DE) genes and related Gene Ontology (GO) terms in liver of GIFT under hypoxia stress. **a** DE gene volcano plot graph. **b** Enriched GO terms based on DE genes. Red and blue dots in volcano plot graph represent up-regulated and down-regulated DE genes, respectively. X and y-axes represent log2(FC) value and -log10(P) value, respectively

We identified 581 DE genes using tools at the KEGG database. The KEGG pathway enrichment analysis of DE genes identified 20 pathways enriched with DE genes under hypoxia stress (*P*< 0.05, Table S2) (Fig. 5). 

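The deposited table gives a KEGG pathway for 3732 of the tested loci, of which 726 were DE genes, 333 up-regulated and 393 down-regulated in the libraries labelled HG. Each of the 196 pathways with at least 10 tested loci was compared with these 3732 loci by a one-sided Fisher's exact test, chosen after the table was seen. Of these pathways, 24 had an adjusted p under 0.05, and 34 had an unadjusted p under 0.05. All 20 pathways of Table S2 were tested, and 18 of them passed with adjustment and 20 without it. Among up-regulated genes alone 27 pathways passed, and among down-regulated genes alone 6 passed. Steroid biosynthesis, the late steps from squalene to cholesterol, had 13 of 22 loci among the DE genes, 11 of them up-regulated (adjusted p = 0.00279), and it is not in Table S2. Propanoate metabolism had 19 of 35 (adjusted p = 0.000422), the peroxisome 22 of 52 (adjusted p = 0.00279) and retinol metabolism, a vitamin pathway, 20 of 49 (adjusted p = 0.00706). Loci assigned to several pathways count in each of them, so the pathways are not independent. With genes called by the unadjusted p of the Ballgown-style model and an FPKM above 10 in at least 1 library, 408 of 1609 loci were DE genes, 1 pathway passed with adjustment, and 13 of the 20 pathways of Table S2 passed without it. Pantothenate and CoA biosynthesis and one carbon pool by folate, also of Table S2, then had fewer than 10 loci and were not tested. Steroid biosynthesis then had 5 of 21 loci among the DE genes and did not pass (unadjusted p = 0.648 from Fisher's exact test).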

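Among enzymes that break down amino acids, make bile acids and oxidize or conjugate foreign compounds, more rose than fell in the libraries labelled HG. bckdhb (MSTRG.16353), a subunit of the dehydrogenase that commits branched-chain amino acids to degradation, rose from 9.47 ± 0.783 FPKM in CG to 28.8 ± 1.41 FPKM in HG (SD, n = 3), a log2 fold change of 1.51 (standard error 0.19, adjusted p = 0.00367 from limma). hsd17b10 (MSTRG.20805), a mitochondrial dehydrogenase of isoleucine degradation, rose from 2.03 ± 0.294 FPKM in CG to 14.9 ± 0.975 FPKM in HG (SD, n = 3), a log2 fold change of 2.39 (standard error 0.18, adjusted p = 0.00115 from limma). Of 37 loci of branched-chain amino acid degradation, 16 were higher, 2 were lower and 19 did not pass (19 higher and 4 lower adjusted over the list alone), with a median log2 fold change of 0.71 (adjusted p = 8.90e-08 from camera, adjusted p = 0.233 with an estimated correlation). The tyrosine aminotransferase tat (MSTRG.2018) and the kynurenine pathway enzyme acmsd (MSTRG.5799) rose with log2 fold changes of 2.88 and 2.62 (adjusted p = 0.00442 and 0.00367 from limma), while monoamine oxidase, mao (MSTRG.12253), fell by 1.83 on the log2 scale (adjusted p = 0.00614 from limma). In the list of tryptophan and tyrosine catabolism, 7 of 20 loci were higher, 2 were lower and 11 did not pass (8 and 3 adjusted over the list alone; adjusted p = 0.00128 from camera, adjusted p = 0.287 with an estimated correlation). cyp7a1 (MSTRG.20329), the first enzyme of bile acid synthesis, rose from 3.34 ± 1.70 FPKM in CG to 90.1 ± 19.7 FPKM in HG (SD, n = 3), a log2 fold change of 4.44 (standard error 0.33, adjusted p = 0.00115 from limma), and nr0b2 (MSTRG.14842), a nuclear receptor that represses it, fell from 77.3 ± 9.51 FPKM in CG to 1.73 ± 0.62 FPKM in HG (SD, n = 3), a log2 fold change of -4.86 (standard error 0.25, adjusted p = 0.000539 from limma). For bile acid synthesis and transport the counts were 9 higher, 2 lower and 8 not passed of 19 (9 and 2 adjusted over the list alone; adjusted p = 0.000269 from camera, adjusted p = 0.405 with an estimated correlation). The aryl hydrocarbon receptor target cyp1a (MSTRG.278) rose with a log2 fold change of 2.77 (standard error 0.22, adjusted p = 0.00123 from limma) and the glutathione transferase gstt1b (MSTRG.20108) with a log2 fold change of 3.38 (standard error 0.29, adjusted p = 0.00144 from limma). The copies cyp3a65 (1 of many) (MSTRG.19323) and cyp3a65 (1 of many) (MSTRG.19324), which may share reads, fell with log2 fold changes of -2.81 and -2.62. Of 29 loci of xenobiotic metabolism, 9 were higher, 3 were lower and 17 did not pass (14 and 5 adjusted over the list alone; adjusted p = 0.00128 from camera, adjusted p = 0.216 with an estimated correlation). With a mean of at least 10 FPKM this camera call ended, as did that of the bile duct list. Cell type markers moved as well, with medians of 0.57 for the hepatocyte list, -0.97 for bile duct and -2.52 for exocrine pancreas (adjusted p = 0.000638, 0.00384 and 0.00157 from camera, and 0.522, 0.233 and 0.522 with an estimated correlation), and the share of each cell type was not held constant in these comparisons. In the same libraries the HIF target ndrg1a (MSTRG.6536) fell from 292 ± 103 FPKM in CG to 18.1 ± 3.29 FPKM in HG (SD, n = 3), a log2 fold change of -3.89 (standard error 0.33, adjusted p = 0.00130 from limma).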

The DE genes were mainly enriched in the metabolism, organism system, and immune regulation categories, and the main pathways were the glucose, lipid, amino acid, and vitamin metabolic pathways. 

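Most DE genes of insulin signaling and of glycolysis and gluconeogenesis fell in the libraries labelled HG, and most DE genes of fatty acid metabolism rose. By the KEGG column of the deposited table, 32 of the 37 DE genes of the insulin signaling pathway were down-regulated, out of 118 tested loci (adjusted p = 0.0155 from the one-sided Fisher's exact test). For glycolysis/gluconeogenesis it was 19 of 27 DE genes out of 59 loci (adjusted p = 0.000422), and for fatty acid metabolism 16 of 19 DE genes out of 45 loci were up-regulated (adjusted p = 0.00638). With the unadjusted p of the Ballgown-style model and an FPKM above 10 in at least 1 library, none of these pathways passed with adjustment. Fisher's exact test then gave adjusted p = 0.41, 0.268 and 0.972, with 11 of 35 loci of fatty acid metabolism (unadjusted p = 0.256). Among down-regulated genes alone insulin signaling and glycolysis/gluconeogenesis passed (adjusted p = 0.0037 and 0.0244). Fatty acid metabolism did not pass among up-regulated genes alone (adjusted p = 0.115). mknk2a (MSTRG.7622), a kinase that acts on translation downstream of insulin, fell from 172 ± 85.8 FPKM in CG to 5.98 ± 2.63 FPKM in HG (SD, n = 3), a log2 fold change of -4.59 (standard error 0.44, adjusted p = 0.00169 from limma). gys1 (MSTRG.16884), a form of glycogen synthase, fell from 42.6 ± 11.9 FPKM in CG to 1.41 ± 0.131 FPKM in HG (SD, n = 3), a log2 fold change of -4.15 (standard error 0.24, adjusted p = 0.000812 from limma). The other form in the fixed lists, gys2, was not among the loci that passed. The kinase mapk3 (MSTRG.16901) and prkag1 (MSTRG.3979), a subunit of AMP-activated kinase, fell with log2 fold changes of -1.99 and -2.08 (adjusted p = 0.00173 and 0.00269 from limma). The study chose mknk2a, gys1 and prkag1 for Fig. 6 on these libraries, so they are not independent evidence. In fatty acid metabolism, acsl1b (MSTRG.14555), which activates long-chain fatty acids, rose from 7.51 ± 2.10 FPKM in CG to 33.9 ± 10.9 FPKM in HG (SD, n = 3), a log2 fold change of 2.02 (standard error 0.31, adjusted p = 0.00702 from limma). The HIF target plod1a (MSTRG.17216), a collagen hydroxylase, fell with a log2 fold change of -3.37 (standard error 0.24, adjusted p = 0.00109 from limma).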

The specific pathways enriched with DE genes were the insulin signaling pathway, glycolysis/gluconeogenesis, and fatty acid metabolism.

**Fig. 5:**
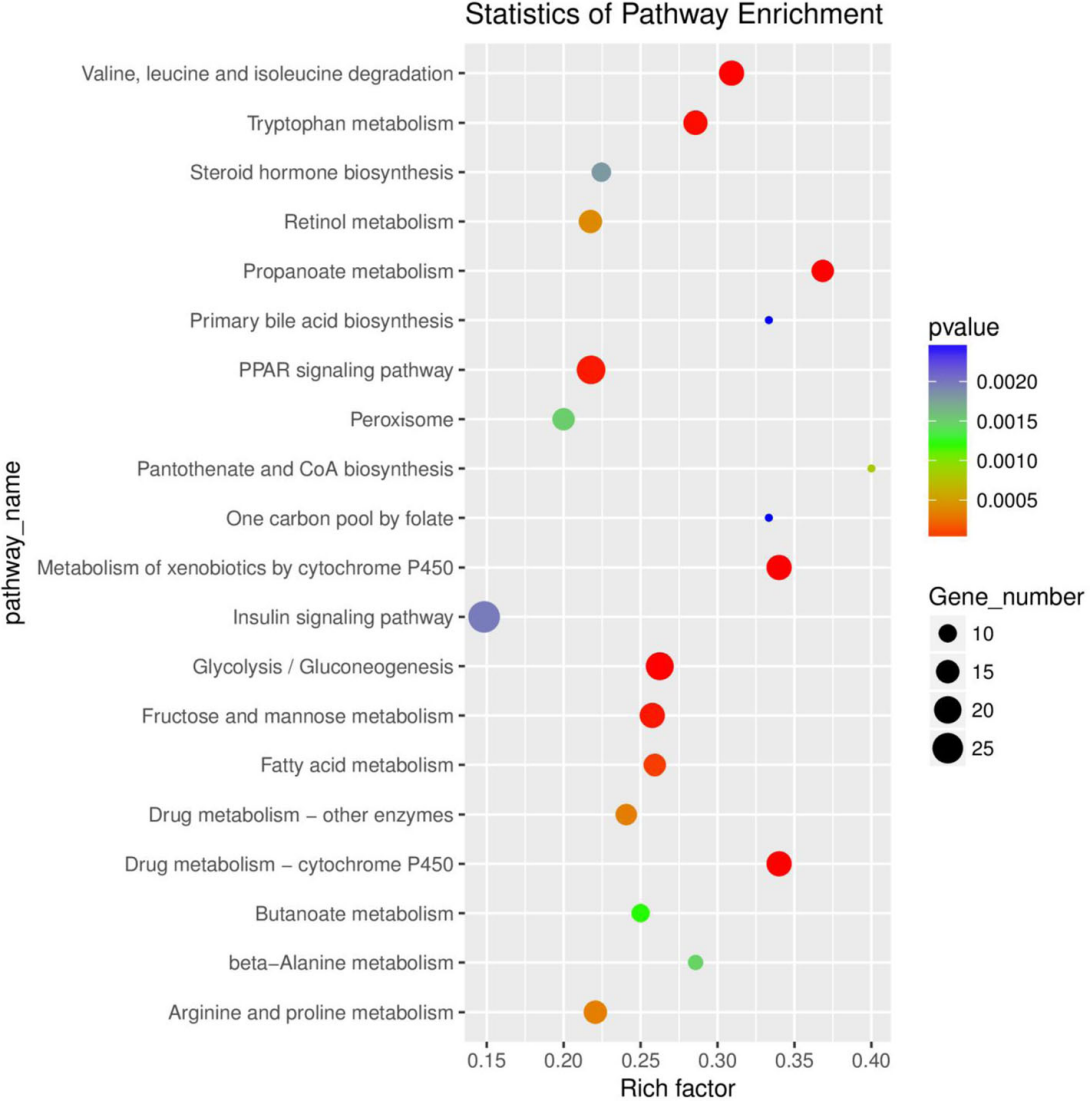
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differentially expressed (DE) genes in liver of GIFT exposed to acute hypoxia stress

### Integrated transcriptome and metabolome analysis

We identified the DE metabolites and genes in the same biological pathway. Five representative pathways of glucose and lipid metabolism are shown in Fig. S4, S5, S6, S7, S8. The main DE metabolites and top 40 DE genes in the glucose and lipid metabolism pathways were selected. Pearson’s correlation coefficient analyses were performed using the screened DE metabolites and genes. The selected DE metabolites and genes in the glucose and lipid metabolism pathways were subjected to correlation analyses (Fig. 6).

**Fig. 6:**
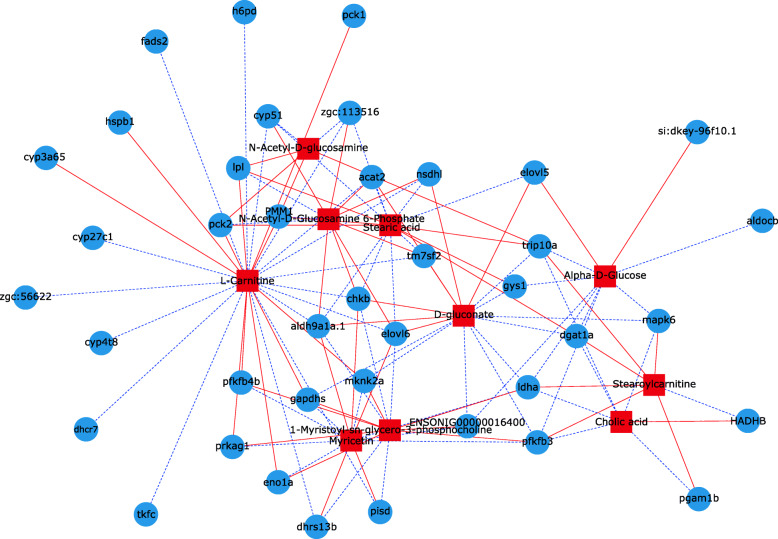
Correlation analysis between differentially expressed (DE) genes and DE metabolites in liver of GIFT under hypoxia stress. Blue squares represent DEGs; red circles represent DE metabolites; solid red line represents positive correlation between metabolites and genes; blue dotted line represents negative correlation between metabolites and genes

### Validation of selected DE mRNAs by qRT-PCR

We conducted qRT-PCR analyses to validate the transcriptional patterns of eight DE genes (Table 5) involved in lipid metabolism under hypoxic stress. The changes in gene expression detected by qRT-PCR were consistent with those detected from the sequencing results. The transcript levels of *ELOVL6* (encoding elongation of the very long chain fatty acid protein 6; *ELOVL6*) and *ACAT2* (encoding acyl-coenzyme A: cholesterol acyltransferase 2; *ACAT2*) were significantly higher in the HG than in the CG. The transcript levels of genes encoding phosphoenolpyruvate carboxykinase 1 (*PCK1*), insulin receptor (*INSR*), heat shock protein family B (small) member 1 (*HSPB1*), myoglobin (*MB*), glyceraldehyde-3-phosphate dehydrogenase (*GAPDHS*), and lactate dehydrogenase A (*LDHA*) were significantly lower in HG than in CG (Fig. 7).

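Of the genes of Table 5, elovl6 and acat2 were up-regulated in the libraries labelled HG and the other 6 were down-regulated. elovl6 (MSTRG.5889), an elongase of saturated fatty acids, rose from 3.04 ± 2.98 FPKM in CG to 30.9 ± 12.8 FPKM in HG (SD, n = 3), a log2 fold change of 3.15 (standard error 0.52, adjusted p = 0.00922 from limma). acat2 (MSTRG.12568), an acetyl-CoA acetyltransferase, rose from 3.28 ± 1.99 FPKM in CG to 25.5 ± 12.6 FPKM in HG (SD, n = 3), a log2 fold change of 2.60 (standard error 0.46, adjusted p = 0.0117 from limma). pck1 (MSTRG.11058), a cytosolic enzyme of gluconeogenesis, had 1042, 171 and 116 FPKM in the CG libraries and 0.0475, 0 and 0.0189 FPKM in the HG libraries, a log2 fold change of -8.08 (standard error 0.76, adjusted p = 0.00166 from limma). INSR (1 of many) (MSTRG.11147), 1 of 3 tested loci with the name of the insulin receptor, fell from 15.3 ± 1.65 FPKM in CG to 3.44 ± 1.24 FPKM in HG (SD, n = 3), a log2 fold change of -1.91 (standard error 0.26, adjusted p = 0.00515 from limma). For hspb1 (MSTRG.19493), a small heat shock protein, the CG libraries spread widely at 126, 42.9 and 15.2 FPKM, against 1.11, 0.267 and 0.566 FPKM in HG, a log2 fold change of -4.80 (standard error 0.70, adjusted p = 0.00611 from limma). The oxygen-binding protein myoglobin, Mb (MSTRG.10471), fell from 2241 ± 519 FPKM in CG to 59.3 ± 17.4 FPKM in HG (SD, n = 3), a log2 fold change of -5.24 (standard error 0.30, adjusted p = 0.000812 from limma). gapdhs (MSTRG.6191), a glyceraldehyde-3-phosphate dehydrogenase, fell from 76.0 ± 31.6 FPKM in CG to 4.25 ± 2.87 FPKM in HG (SD, n = 3), a log2 fold change of -3.94 (standard error 0.46, adjusted p = 0.00306 from limma), and ldha (MSTRG.2933), a lactate dehydrogenase subunit, fell from 15.9 ± 2.7 FPKM in CG to 2.70 ± 0.764 FPKM in HG (SD, n = 3), a log2 fold change of -2.20 (standard error 0.23, adjusted p = 0.00227 from limma). None of these 8 genes lost its call in limma when any 1 of the 6 libraries was left out. None of them passed in the Ballgown-style model, whose adjusted p ran from 0.0628 for Mb MSTRG.10471 to 0.214 for elovl6 MSTRG.5889. The study chose these genes on the same libraries, so they are not independent evidence of a change in their pathways.

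**Figure D3:**
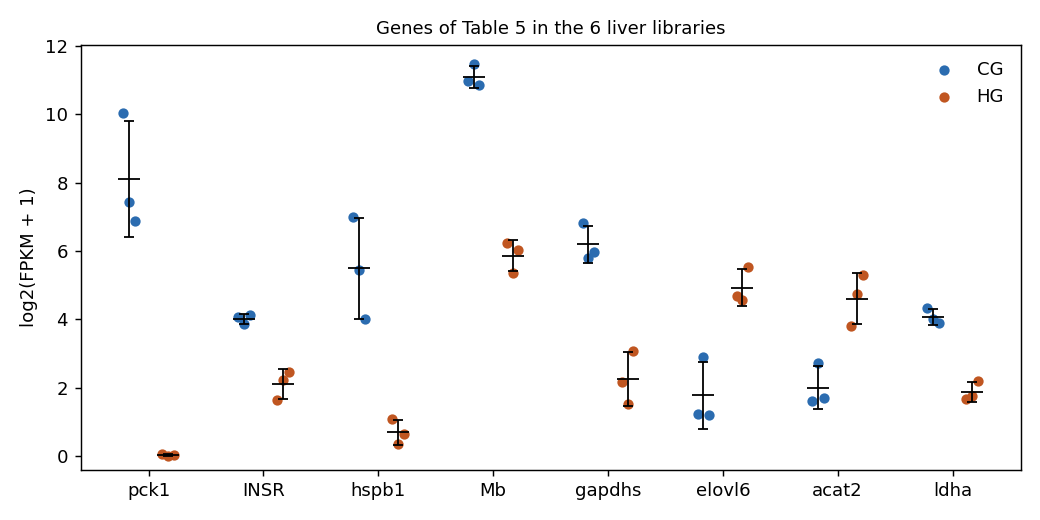
Log2(FPKM + 1) of the 8 genes of Table 5 in each of the 3 libraries labelled CG and the 3 labelled HG, with the mean and SD of each group. The points of both groups do not overlap for any of the 8 genes.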

**Table 5:** Differentially expressed mRNA verified by mRNA-Seq. Fold change= HG group (mean)/CG group (mean), where “mean” is the mean of three biological replicates

Gene abbreviation	Gene description	Log2 (fold_change)	Regulation (HG vs CG)
PCK1	phosphoenolpyruvate carboxykinase 1	−7.43	down
INSR	insulin receptor	−1.68	down
HSPB1	heat shock protein family B (small) member 1	−4.69	down
MB	myoglobin	−5.57	down
GAPDHS	glyceraldehyde-3-phosphate dehydrogenase, spermatogenic	−3.87	down
ELOVL6	ELOVL fatty acid elongase 6	2.85	up
ACAT2	acetyl-CoA acetyltransferase 2	2,72	up
LDHA	lactate dehydrogenase A	−2.07	down

**Fig. 7:**
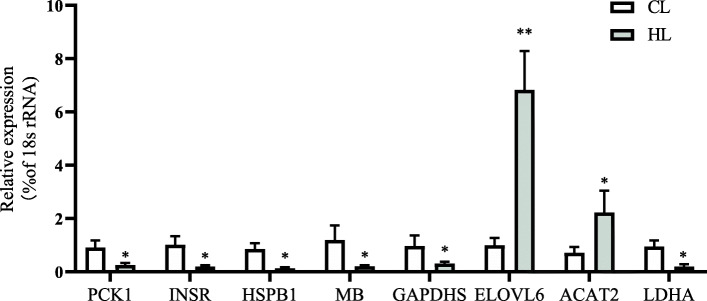
qRT-PCR analysis of differentially expressed genes in control group (CG) and hypoxia-stressed group (HG) (*n* = 9 replicates per group). Asterisk (*) indicates significant difference (*P*< 0.05) between HG and CG

## Discussion

A hypoxic environment can cause respiratory and metabolic disorders in fish, leading to increased mortality [29, 30]. Fish have evolved a variety of adaptation mechanisms, and adapt to the hypoxic environment by altering their energy supply and metabolic pathways [8, 31]. In this study, we researched responses in the GIFT liver to acute hypoxia stress through transcriptome and metabolome sequencing. We screened eight DE genes involved in the GIFT response to acute hypoxia stress and verified their transcriptional patterns by qRT-PCR. Relevant biochemical indexes and the activity of key enzymes were determined to clarify the effects of hypoxia on the glycolipid metabolic pathways of GIFT.

Carbohydrate metabolism is the main energy pathway for animals in an unstable environment [32, 33]. Previous studies have shown that fish have increased anaerobic metabolism and inhibited aerobic metabolism in the early stage of acute hypoxia stress [18, 21, 34]. For example, *Trichogaster microlepis* exposed to 12 h of hypoxia stress showed a decline in blood glucose and an increase in glucose metabolism to meet the body’s energy requirements [35]. In this study, we found that DE genes under hypoxia stress were enriched in several vital glucose metabolism pathways, including glycolysis/gluconeogenesis, the insulin signaling pathway, and the pentose phosphate pathway. 

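Of the genes of the insulin signaling pathway that passed, most were down-regulated in the libraries labelled HG, while those of the pentose phosphate pathway and of glycogen metabolism went both ways. trip10a (MSTRG.4654), an adaptor of insulin-stimulated glucose transport, fell from 17.6 ± 15.1 FPKM in CG to 0.658 ± 0.303 FPKM in HG (SD, n = 3), a log2 fold change of -3.21 (standard error 0.53, adjusted p = 0.00911 from limma). Of 81 loci of the insulin signaling pathway, 4 were higher, 28 were lower and 49 did not pass (6 higher and 35 lower adjusted over the list alone), with a median log2 fold change of -0.53 (adjusted p = 0.00212 from camera, adjusted p = 0.597 with an estimated correlation). h6pd (MSTRG.10965), which makes NADPH from glucose-6-phosphate in the endoplasmic reticulum, rose from 2.45 ± 1.13 FPKM in CG to 29.7 ± 5.64 FPKM in HG (SD, n = 3), a log2 fold change of 3.19 (standard error 0.29, adjusted p = 0.00163 from limma). The epimerase rpe MSTRG.18634 of the nonoxidative branch had a log2 fold change of -0.80 (standard error 0.20, adjusted p = 0.0341 from limma), a call that ended without HG replicate 1 and without other single libraries (adjusted p = 0.116, 0.0146 to 0.118 over all alternatives). Of 24 loci of the pentose phosphate pathway, 3 were higher, 3 were lower and 18 did not pass (4 higher and 3 lower adjusted over the list alone). Their median was -0.26, their mean 0.01, and camera gave no shift (adjusted p = 0.778; adjusted p = 0.865 with an estimated correlation). By the KEGG column, 8 of 30 loci of this pathway were DE genes (adjusted p = 0.638 from Fisher's exact test). In glycogen metabolism, gbe1b (MSTRG.12857), the branching enzyme, rose with a log2 fold change of 1.68 (standard error 0.19, adjusted p = 0.00261 from limma), and gyg1a (MSTRG.5365), the primer of glycogen synthesis, fell with a log2 fold change of -2.21 (standard error 0.38, adjusted p = 0.0105 from limma). Of 18 loci of the list, 1 was higher, 4 were lower and 13 did not pass (2 and 4 adjusted over the list alone; adjusted p = 0.516 from camera, adjusted p = 0.740 with an estimated correlation). In the rotation test fry, which tests the list alone, it passed as lower (adjusted p = 0.0138). Several members of these lists are genes that the study chose on these libraries for Table 5 and Fig. 6, and those are not independent evidence. The HIF target higd1a (MSTRG.532), a mitochondrial protein, fell from 78.0 ± 12.6 FPKM in CG to 9.17 ± 2.66 FPKM in HG (SD, n = 3), a log2 fold change of -2.98 (standard error 0.28, adjusted p = 0.00164 from limma).

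**Figure D4:**
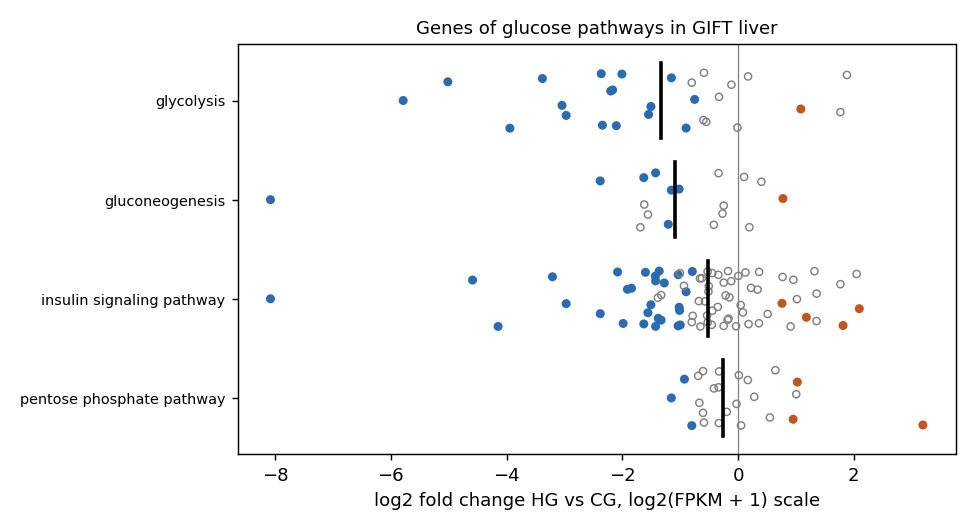
Log2 fold changes HG against CG of the tested members of the glucose pathway lists on the log2(FPKM + 1) scale, with 1 point per locus. Filled points passed an adjusted p under 0.05 from limma (orange higher in HG, blue lower), open points did not, and the black bar is the median of the list.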

Glycolysis is the main pathway of anaerobic metabolism [36]. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) is a multifunctional enzyme in glycolysis [37, 38]. It can catalyze the mutual conversion of 1,3-diphosphoglyceric acid and 3-phosphoglycerate and it participates in multiple biological processes, including DNA repair, membrane fusion and transport, RNA binding, autophagy, cell death cytoskeleton dynamics, and cytoskeleton dynamics [39]. Inactivation of GAPDHS can convert the carbohydrate decomposition process in cells from glycolysis to the pentose phosphate pathway, leading to the generation of NADPH and protection of cells against oxidative stress [40]. Lactate dehydrogenase (LDH), a marker enzyme of anaerobic metabolism, catalyzes the conversion of pyruvate and lactic acid in vivo. Its activity represents the level of anaerobic metabolism to a certain extent [41]. LDHA is a subunit of LDH, which is mainly expressed in anaerobic tissues of the liver [42]. A high concentration of pyruvate can increase the transcriptional levels and activity of LDHA. The oxygen partial pressure in tissue cells affects LDH activity. Differences in MB content reflect the oxygen supply to tissue cells, and thus indirectly reflect the LDH activity [43]. In this study, we detected down-regulation of *GAPDHS, LDHA*, and *MB* and decreased hepatic LDH activity in the GIFT liver at 96 h of hypoxia stress. 

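With HG against CG as labelled, the fall of gapdhs, ldha and Mb came with a fall of most genes that low oxygen is known to induce through HIF. ero1a (MSTRG.17308), an oxidase of the endoplasmic reticulum, fell from 278 ± 48.1 FPKM in CG to 4.44 ± 0.228 FPKM in HG (SD, n = 3), a log2 fold change of -5.67 (standard error 0.21, adjusted p = 0.000297 from limma). igfbp1b (MSTRG.589) and igfbp1b (MSTRG.590), loci of a binding protein of insulin-like growth factors, fell with log2 fold changes of -6.02 and -5.66 (adjusted p = 0.00106 and 0.00115 from limma). epoa (MSTRG.21579), erythropoietin, the hormone that raises red blood cell numbers, fell from 7.64 ± 3.40 FPKM in CG to 0.510 ± 0.205 FPKM in HG (SD, n = 3), a log2 fold change of -2.45 (standard error 0.32, adjusted p = 0.00424 from limma). Of 40 loci of HIF targets outside glycolysis, 1 was higher, 29 were lower and 10 did not pass (1 higher and 31 lower adjusted over the list alone), with a median log2 fold change of -1.74 (adjusted p = 2.12e-13 from camera, adjusted p = 0.216 with an estimated correlation). The fixed list also holds regulators of the pathway that low oxygen does not induce in mammals, such as egln2 (MSTRG.13500), a prolyl hydroxylase, which had a log2 fold change of -3.24 (standard error 0.29, adjusted p = 0.00148 from limma). The member that rose was pdk1 (MSTRG.9868), a kinase that restrains pyruvate oxidation, with a log2 fold change of 1.23 (standard error 0.21, adjusted p = 0.0112 from limma). The 24 glycolytic HIF targets had 2 higher, 16 lower and 6 not passed (2 and 17 adjusted over the list alone; adjusted p = 3.74e-06 from camera, adjusted p = 0.343 with an estimated correlation), and they share members with the glycolysis list. Of 17 loci of red blood cells, 3 were higher, 3 were lower and 11 did not pass (5 and 3 adjusted over the list alone; adjusted p = 0.152 from camera, adjusted p = 0.784 with an estimated correlation), and of 6 loci of muscle 1 was higher and 2 were lower (adjusted p = 0.573 from camera, adjusted p = 0.784 with an estimated correlation). The paper proposes that the fall of gapdhs may be related to less oxidative stress injury. For the lower LDH activity and Mb, which it sets against an earlier study, it proposes that severe oxidative stress may have weakened the regulation of the liver and lowered both anaerobic metabolism and oxygen transport.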

Metabolome analyses showed that the level of alpha-D-glucose in the glycolytic pathway was significantly increased in hypoxia-stressed GIFT. Alpha-D-glucose is an important initial metabolite in the glycolysis pathway. 

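Most of the tested loci of glycolysis, among them an enolase and an aldolase, were down-regulated in the libraries labelled HG. eno1a (MSTRG.7398), enolase, fell from 416 ± 59.8 FPKM in CG to 7.47 ± 5.05 FPKM in HG (SD, n = 3), a log2 fold change of -5.79 (standard error 0.44, adjusted p = 0.00115 from limma). aldocb (MSTRG.9339), an aldolase, fell from 237 ± 55.7 FPKM in CG to 6.65 ± 3.25 FPKM in HG (SD, n = 3), a log2 fold change of -5.01 (standard error 0.35, adjusted p = 0.00108 from limma). pgam1b;exosc1 (MSTRG.19113), a phosphoglycerate mutase whose locus also holds another gene, fell from 68.4 ± 28.7 FPKM in CG to 5.34 ± 1.40 FPKM in HG (SD, n = 3), a log2 fold change of -3.38 (standard error 0.37, adjusted p = 0.00256 from limma). pfkfb3 (MSTRG.19007) and pfkfb4b (MSTRG.3957), which set the level of the activator of phosphofructokinase, fell with log2 fold changes of -3.04 and -2.34 (adjusted p = 0.00772 and 0.00352 from limma). Another phosphoglycerate mutase, pgam1a MSTRG.14705, had a log2 fold change of 1.08 (standard error 0.27, adjusted p = 0.0352 from limma), a call that ended without HG replicate 2 and without other single libraries (adjusted p = 0.103, 0.0183 to 0.213 over all alternatives). Of 28 loci of glycolysis, 1 was higher, 17 were lower and 10 did not pass (2 higher and 18 lower adjusted over the list alone), with a median log2 fold change of -1.33 (adjusted p = 6.46e-06 from camera, adjusted p = 0.293 with an estimated correlation). The list holds genes that the study chose on these libraries, which are not independent evidence, and without the genes of Table 5 and Fig. 6 camera gave an adjusted p = 0.00811 (1.02e-06 to 0.293 over all alternatives). The HIF target mxi1 (MSTRG.12687), a repressor that opposes MYC, fell from 4.47 ± 0.725 FPKM in CG to 0.705 ± 0.433 FPKM in HG (SD, n = 3), a log2 fold change of -1.70 (standard error 0.24, adjusted p = 0.00579 from limma).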

In this study, the significant increase in alpha-D-glucose was consistent with the down-regulation of important regulatory genes in the glycolysis pathway, indicating that the glycolysis pathway was weakened under 96 h hypoxia stress. This would reduce the content of lactic acid, thereby reducing the damage caused by lactic acid accumulation in GIFT under acute hypoxia stress and reducing acidosis. Down-regulation of *GAPDHS* may be related to reducing oxidative stress injury. The results of this study are inconsistent with those of Su et al. [44], who detected a negative correlation between LDH activity and *MB* expression. It may be that the severe oxidative stress weakened the liver regulation capacity of GIFT, leading to decreases in both anaerobic metabolism and oxygen transport capacity after 96 h in a hypoxic environment (DO, 0.55 mg/L). Under acute hypoxic stress, the gluconeogenesis pathway in the fish liver may be inhibited [8, 45]. PCK1 can catalyze the production of phosphoenolpyruvate from oxaloacetic acid, releasing GDP and carbon dioxide. PCK1 is a rate-limiting enzyme that regulates gluconeogenesis, which participates in maintaining blood glucose levels and is considered indispensable for glucose homeostasis [46, 47]. 

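Both pck1 and pck2, the cytosolic and mitochondrial enzymes that make phosphoenolpyruvate, were down-regulated in the libraries labelled HG. pck2 (MSTRG.24943) fell from 578 ± 127 FPKM in CG to 112 ± 36.0 FPKM in HG (SD, n = 3), a log2 fold change of -2.38 (standard error 0.30, adjusted p = 0.00398 from limma). Fructose-bisphosphatase, fbp1b MSTRG.12294, fell from 726 ± 11.8 FPKM in CG to 336 ± 94.7 FPKM in HG (SD, n = 3), a log2 fold change of -1.15 (standard error 0.26, adjusted p = 0.0254 from limma), a call that ended without CG replicate 1 and without other single libraries (adjusted p = 0.0703, 0.0146 to 0.223 over all alternatives). A locus of glucose-6-phosphatase, g6pca.2 MSTRG.11371, whose reads may be shared with a further locus of that name, had a log2 fold change of -1.02 (standard error 0.25, adjusted p = 0.0337 from limma), a call that ended without HG replicate 2 and without other single libraries (adjusted p = 0.0993, 0.0290 to 0.170 over all alternatives). The mitochondrial aspartate aminotransferase got2a MSTRG.4765 had a log2 fold change of 0.78 (standard error 0.22, adjusted p = 0.0472 from limma), a call that ended without HG replicate 2 and without other single libraries (adjusted p = 0.109, 0.0304 to 0.204 over all alternatives). Of 18 loci of gluconeogenesis, 1 was higher, 7 were lower and 10 did not pass (1 higher and 10 lower adjusted over the list alone), with a median log2 fold change of -1.09 (adjusted p = 0.0214 from camera, adjusted p = 0.287 with an estimated correlation). This call ended without HG replicate 2 (adjusted p = 0.0506) and without the genes of Table 5 and Fig. 6, which the study chose on these libraries (adjusted p = 0.120), within a range of 0.00202 to 0.287 over all alternatives. The HIF target egln1a (MSTRG.3792), a prolyl hydroxylase, fell from 6.27 ± 1.77 FPKM in CG to 0.975 ± 0.181 FPKM in HG (SD, n = 3), a log2 fold change of -1.86 (standard error 0.23, adjusted p = 0.00346 from limma).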

The down-regulation of *PCK1* detected in this study may lead to the inhibition of the gluconeogenic pathway and reduced generation of glucose and glycogen.

The insulin signaling pathway is a key pathway for the maintenance of glucose homeostasis in fish. Insulin is an essential hormone that controls critical energy functions such as glucose and lipid metabolism, and it is perceived by the insulin receptor, INSR. Only when insulin and INSR are combined can they play a role in lowering blood sugar. Any impairment of the relationship between INS and INSR will lead to insulin resistance [48]. *HSPB1* encodes the heat shock protein HSP27, which is a member of the heat shock protein (HSP) family [49, 50]. This protein plays pivotal roles in apoptosis, insulin resistance, and inflammatory responses [51]. 

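Some heat shock genes beside hspb1 were down-regulated in the libraries labelled HG, and 1 of 3 tested loci of the insulin receptor passed. hsp90aa1.1 (MSTRG.3322), an inducible form of the chaperone HSP90, had 153, 32.2 and 21.6 FPKM in the CG libraries and 0.0138, 0.0970 and 0.0967 FPKM in the HG libraries, a log2 fold change of -5.51 (standard error 0.67, adjusted p = 0.00344 from limma). The co-chaperone dnajb1b MSTRG.12721, at 270.2, 36.1 and 26.2 FPKM in the CG libraries, fell with a log2 fold change of -4.16 (standard error 0.82, adjusted p = 0.0162 from limma), a call that ended without HG replicate 1 and without other single libraries (adjusted p = 0.0624, 0.00538 to 0.248 over all alternatives). For both genes a single library, CG-1, carries most of the CG mean. Of 21 loci of heat shock proteins, 0 were higher, 6 were lower and 15 did not pass (0 higher and 6 lower adjusted over the list alone), with a median log2 fold change of -0.80. The list missed the threshold in camera (adjusted p = 0.0504, adjusted p = 0.784 with an estimated correlation), and it passed under several alternatives, among them pseudocounts of 0.1 and 0.5 (adjusted p = 0.0315 and 0.0406), the 3 ways of scaling, and the omission of any library but HG replicate 2 (adjusted p = 0.183), within a range of 0.00616 to 0.784 over all alternatives. The loci MSTRG.2325 and MSTRG.2328, also named INSR (1 of many), had log2 fold changes of -0.78 and -0.53 and did not pass (adjusted p = 0.0620 and 0.536 from limma), and the 3 loci may share reads. A further locus named hspb1 lay below the minimum of 1 FPKM and was not tested. The HIF target p4ha2 (MSTRG.9469), a collagen hydroxylase, fell from 6.08 ± 1.65 FPKM in CG to 0.536 ± 0.234 FPKM in HG (SD, n = 3), a log2 fold change of -2.19 (standard error 0.24, adjusted p = 0.00252 from limma).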

We detected significant down-regulation of *INSR* and *HSPB1* in the liver of GIFT under hypoxia stress. We speculate that this may inhibit glucose consumption in GIFT, and may result in hypoxia-induced damage to GIFT by triggering inflammation and insulin resistance. These results confirmed that in GIFT under hypoxia stress, anaerobic glucose metabolism is weakened and glucose homeostasis is imbalanced, which may be related to the increased death rate at 96 h.

The metabolome analyses revealed increased contents of D-gluconate, N-acetyl-D-glucosamine, and N-acetyl-D-glucosamine-6-phosphate in the pentose phosphate pathway, indicating that this pathway was activated under acute hypoxia stress, similar to the results reported elsewhere [52]. Besides providing energy, the pentose phosphate pathway is also the main source of NADPH and ribose in the body [53], and it can provide raw materials for the synthesis of fatty acids, ribonucleic acids, and cholesterol. A previous study showed that NADPH functions as a reducing agent to reduce ROS and alleviate oxidative damage in the tilapia liver caused by acute hypoxia stress [54]. In this study, the pentose phosphate pathway was activated in GIFT under hypoxia stress. This pathway may consume glucose, which would help to maintain glucose homeostasis and, at the same time, produce NADPH to reduce oxidative damage.

Studies have shown that under long-term hypoxia stress in fish, lipid metabolism becomes the primary energy metabolism pathway [19, 34]. 

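Many enzymes of fatty acid oxidation and of the synthesis of unsaturated fatty acids were up-regulated in the libraries labelled HG. HADHB (MSTRG.8736), a subunit of the mitochondrial protein that carries out the last steps of β-oxidation, rose from 10.1 ± 1.01 FPKM in CG to 56.0 ± 8.06 FPKM in HG (SD, n = 3), a log2 fold change of 2.35 (standard error 0.21, adjusted p = 0.00149 from limma). acadm (MSTRG.11068), the dehydrogenase of medium-chain fatty acids, rose from 34.4 ± 5.14 FPKM in CG to 103 ± 19.1 FPKM in HG (SD, n = 3), a log2 fold change of 1.54 (standard error 0.24, adjusted p = 0.00748 from limma). aldh9a1a.1 (MSTRG.6758), an aldehyde dehydrogenase, rose from 26.8 ± 10.4 FPKM in CG to 139.7 ± 34.2 FPKM in HG (SD, n = 3), a log2 fold change of 2.37 (standard error 0.33, adjusted p = 0.00549 from limma). In the opposite direction, the thiolase acaa2 MSTRG.13709 fell with a log2 fold change of -2.06 (standard error 0.48, adjusted p = 0.0276 from limma), a call that ended without CG replicate 1 and without other single libraries (adjusted p = 0.0852, 0.0150 to 0.303 over all alternatives). Of 45 loci of fatty acid degradation, 24 were higher, 2 were lower and 19 did not pass (26 higher and 2 lower adjusted over the list alone), with a median log2 fold change of 0.87 (adjusted p = 1.30e-08 from camera, adjusted p = 0.216 with an estimated correlation). elovl5 (MSTRG.3682), an elongase of polyunsaturated fatty acids, rose from 7.71 ± 4.24 FPKM in CG to 65.1 ± 32.5 FPKM in HG (SD, n = 3), a log2 fold change of 2.92 (standard error 0.45, adjusted p = 0.00756 from limma). hsd17b4 (MSTRG.13760), a peroxisomal enzyme of very long-chain fatty acids, rose from 8.23 ± 1.56 FPKM in CG to 30.0 ± 3.33 FPKM in HG (SD, n = 3), a log2 fold change of 1.76 (standard error 0.22, adjusted p = 0.00397 from limma). The desaturase fads2 (1 of many) MSTRG.3204 had a log2 fold change of 2.07 (standard error 0.47, adjusted p = 0.0261 from limma), a call that ended without CG replicate 1 and without other single libraries (adjusted p = 0.0823, 0.00922 to 0.172 over all alternatives), and its copy MSTRG.3205 did not pass (log2 fold change 1.53, adjusted p = 0.105). Of 18 loci of the biosynthesis of unsaturated fatty acids, 8 were higher, 0 were lower and 10 did not pass (9 and 0 adjusted over the list alone), with a median of 1.19 (adjusted p = 2.48e-06 from camera, adjusted p = 0.287 with an estimated correlation). By the KEGG column, 5 of 22 loci of this pathway were DE genes, all of them up-regulated (adjusted p = 0.955 from Fisher's exact test, and 0.21 among up-regulated genes alone). Both lists hold genes that the study chose on these libraries, which are not independent evidence. The HIF target angptl4 (MSTRG.783), an inhibitor of lipoprotein lipase, fell from 8.22 ± 3.17 FPKM in CG to 1.54 ± 0.536 FPKM in HG (SD, n = 3), a log2 fold change of -1.82 (standard error 0.31, adjusted p = 0.0106 from limma).

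**Figure D5:**
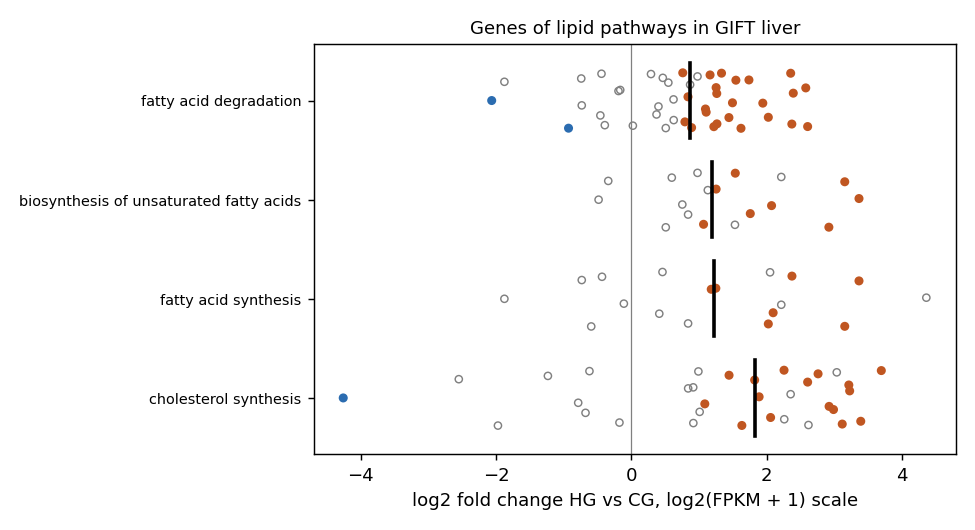
Log2 fold changes HG against CG of the tested members of 4 lists (fatty acid degradation, biosynthesis of unsaturated fatty acids, fatty acid synthesis and cholesterol synthesis) on the log2(FPKM + 1) scale, with 1 point per locus. Filled points passed an adjusted p under 0.05 from limma (orange higher in HG, blue lower), open points did not, and the black bar is the median of the list, above 0 in each of these 4 lists.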

In this study, some of the DE genes in the liver of GIFT in response to acute hypoxia stress were related to the biosynthesis of unsaturated fatty acids and fatty acid degradation. Therefore, we verified the transcript levels of *ACAT2* and *ELOVL6* by qRT-PCR, and measured TC, TG, and FFA concentrations as indicators of liver function. The elongase of very long-chain fatty acids gene family comprises *ELOVL1–7*, and different members show catalytic activity towards different fatty acid substrates [55, 56]. In animals, *ELOVL6* is one of the key genes in the biosynthesis of unsaturated fatty acids and its expression levels are related to regulation of this pathway. It catalyzes the extension of saturated fatty acids and monounsaturated fatty acids, and is an essential rate-limiting enzyme for long-chain fatty acids synthesis [57]. *ACAT2* is a key enzyme that regulates cholesterol homeostasis in cells by catalyzing the synthesis of cholesterol esters, and it is specifically expressed in the liver [58]. It can also participate in β-oxidation and lipid metabolism [59]. In this study, key lipid metabolism genes such as *ELOVL6* and *ACAT2* were up-regulated, indicating that lipid metabolism-related pathways were activated in GIFT under hypoxia stress. This is consistent with the results of Sun [60] and others who found that lipid metabolism was enhanced in largemouth bass (*Micropterus salmoides*) under acute hypoxia stress. 

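Along with elovl6 and acat2, many enzymes of cholesterol synthesis rose in the libraries labelled HG, while genes of triglyceride uptake and synthesis went both ways. cyp51 (MSTRG.15307), which removes a methyl group from lanosterol, rose from 41.3 ± 32.5 FPKM in CG to 343 ± 119 FPKM in HG (SD, n = 3), a log2 fold change of 3.21 (standard error 0.55, adjusted p = 0.0101 from limma). dhcr7 (MSTRG.341), the last enzyme of cholesterol synthesis, rose from 2.10 ± 1.35 FPKM in CG to 29.7 ± 15.4 FPKM in HG (SD, n = 3), a log2 fold change of 3.22 (standard error 0.52, adjusted p = 0.00829 from limma). insig1 (MSTRG.1814), which holds back the activation of cholesterol synthesis genes, fell from 101 ± 32.6 FPKM in CG to 4.22 ± 0.918 FPKM in HG (SD, n = 3), a log2 fold change of -4.26 (standard error 0.31, adjusted p = 0.00115 from limma). Of 33 loci of cholesterol synthesis, 16 were higher, 1 was lower and 16 did not pass (23 higher and 3 lower adjusted over the list alone), with a median log2 fold change of 1.82 (adjusted p = 3.74e-06 from camera, adjusted p = 0.455 with an estimated correlation). The higher locus of mvda, MSTRG.4760, also holds other genes. Several members, among them cyp51 and dhcr7, were chosen by the study on these libraries and are not independent evidence. Without the genes of Table 5 and Fig. 6 the adjusted p was 0.000492 in camera (3.32e-08 to 0.455 over all alternatives). The acat2 locus is a member of this list as acetyl-CoA acetyltransferase, the name in Table 5, and the text of the paper describes a cholesterol acyltransferase under the same symbol. Another locus of the name, elovl6 MSTRG.5890, rose with a log2 fold change of 3.36 (standard error 0.67, adjusted p = 0.0170 from limma), a call that ended without HG replicate 3 and without other single libraries (adjusted p = 0.0583, 0.00772 to 0.265 over all alternatives), and the elovl6 loci may share reads. Of 18 loci of fatty acid synthesis, 7 were higher, 0 were lower and 11 did not pass (7 and 0 adjusted over the list alone; adjusted p = 0.00184 from camera, adjusted p = 0.293 with an estimated correlation). The lipase lpl (MSTRG.2445) and the acyltransferase dgat1a (MSTRG.6697), which makes triglycerides, fell with log2 fold changes of -3.04 and -2.88 (adjusted p = 0.00411 and 0.00164 from limma). For triglyceride synthesis and lipid droplets 5 of 23 loci were higher, 3 were lower and 15 did not pass (5 and 5 adjusted over the list alone). The median was -0.24 where camera's direction was up (adjusted p = 0.919, adjusted p = 0.952 with an estimated correlation). The HIF target bhlhe40 (MSTRG.5173), a transcriptional repressor, fell from 5.59 ± 0.756 FPKM in CG to 0.453 ± 0.193 FPKM in HG (SD, n = 3), a log2 fold change of -2.18 (standard error 0.21, adjusted p = 0.00166 from limma). From the rise of elovl6 and acat2, the paper reasons that pathways of lipid metabolism were activated in GIFT under hypoxia stress.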

The transcriptional upregulation of *ELOVL6* may activate the long-chain fatty acid synthesis pathway and increase the synthesis of n-3 and n-6 fatty acids. Interestingly, the content of stearic acid decreased, which may be due to the simultaneous increase in fatty acid synthesis and degradation. A greater metabolic rate than biosynthesis rate would lead to a decrease in the fatty acid content. Recent studies reported that the TG content in the liver and lipid peroxidation were increased in goby (*Gillichthys mirabilis*) and carp (*Cyprinus carpio*) under hypoxia stress [14, 61]. We obtained similar results in this study, in that the TG and FFAs contents were increased in the liver of GIFT at 96 h of acute hypoxic stress, while the TC content was not significantly changed. Similar results have been reported for largemouth bass under hypoxia stress [34]. These results indicate that hypoxia stress activated the unsaturated fatty acid biosynthetic pathway in the GIFT liver, leading to increased lipid production. 

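Targets of peroxisome proliferator-activated receptors (PPAR), which govern the use of fatty acids, went both ways in the libraries labelled HG, with more rises than falls. slc27a2b (MSTRG.6380), which takes up and activates very long-chain fatty acids, rose from 4.03 ± 1.44 FPKM in CG to 40.2 ± 2.60 FPKM in HG (SD, n = 3), a log2 fold change of 3.07 (standard error 0.25, adjusted p = 0.00123 from limma). The fatty acid transporter slc27a6 (MSTRG.2207) fell from 109.6 ± 1.85 FPKM in CG to 21.5 ± 4.66 FPKM in HG (SD, n = 3), a log2 fold change of -2.32 (standard error 0.23, adjusted p = 0.00187 from limma). Of 41 loci of the PPAR signaling pathway, 11 were higher, 5 were lower and 25 did not pass (12 and 7 adjusted over the list alone), with a median log2 fold change of 0.51 (adjusted p = 0.0117 from camera, adjusted p = 0.233 with an estimated correlation). This call ended without a minimum FPKM (camera adjusted p = 0.0645) and with a mean of at least 10 FPKM (camera adjusted p = 0.102), within a range of 0.00209 to 0.233 over all alternatives. Later steps of energy supply did not shift as lists. Of 31 loci of the citrate cycle, 5 were higher, 5 were lower and 21 did not pass (8 and 6 adjusted over the list alone), with a median of 0.06, a mean of -0.07 and an adjusted p = 0.563 from camera (adjusted p = 0.784 with an estimated correlation), and a subunit of succinate-CoA ligase, suclg1 (MSTRG.17157), had a log2 fold change of 1.82 (standard error 0.32, adjusted p = 0.0115 from limma). Of 48 loci of oxidative phosphorylation, 2 were higher, 4 were lower and 42 did not pass (0 and 3 adjusted over the list alone; adjusted p = 0.309 from camera, adjusted p = 0.865 with an estimated correlation), and this list passed without CG replicate 2 (adjusted p = 0.0472, 0.0472 to 0.969 over all alternatives). Subunit cox6b1 (MSTRG.1337) of cytochrome c oxidase fell from 495 ± 41.9 FPKM in CG to 112 ± 12.0 FPKM in HG (SD, n = 3), a log2 fold change of -2.13 (standard error 0.20, adjusted p = 0.00164 from limma). The HIF target bnip3 (MSTRG.916), a mitochondrial protein of mitophagy, fell from 146 ± 6.19 FPKM in CG to 57.9 ± 8.97 FPKM in HG (SD, n = 3), a log2 fold change of -1.33 (standard error 0.21, adjusted p = 0.00791 from limma).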

Our results show that the biosynthesis of unsaturated fatty acids and the fatty acid degradation pathway were up-regulated under 96 h acute hypoxic stress, indicating that GIFT rely on lipid metabolism to provide energy under acute hypoxic stress.

## Conclusions

We reported for the first time the changes in the liver metabolism of GIFT under hypoxia stress based on combined transcriptome and metabolome analyses. We detected 2375 DE genes between the HG and CG groups, of which 581 DE genes were annotated by KEGG. We verified the transcript levels of eight DE genes by quantitative real-time PCR. We screened 15 DE metabolites related to glucose and lipid metabolism and conducted correlation analysis of DE metabolites and DE genes related to glucose and lipid metabolism. These analyses revealed that glucose metabolism and lipid metabolism change markedly in GIFT under hypoxia stress, and lipid metabolism becomes the main metabolic mode (Fig. 8). These findings provide vital information about the regulatory mechanisms of GIFT as they adapt to hypoxic conditions.

**Fig. 8:**
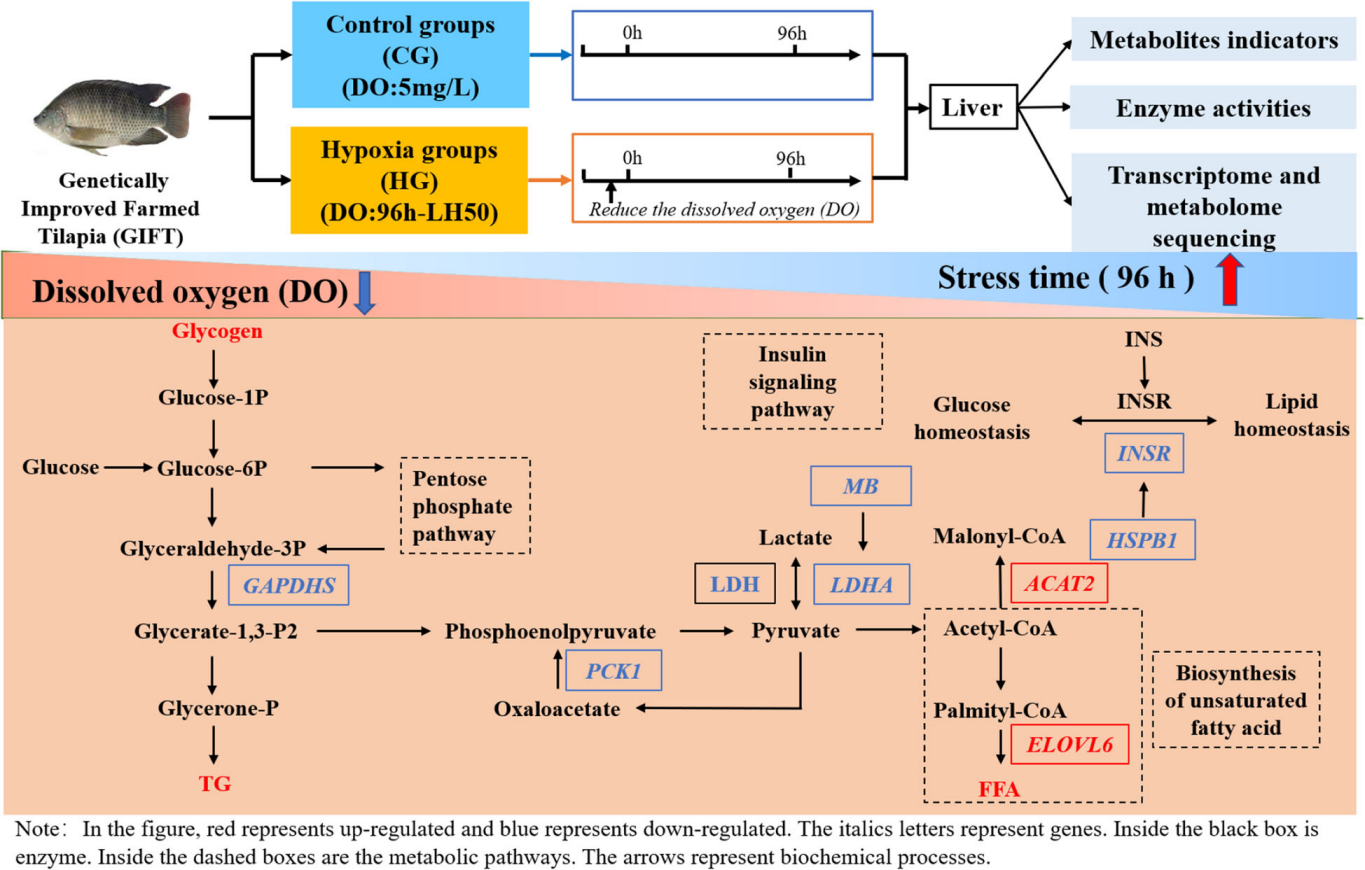
Diagram of regulated pathway in liver of GIFT exposed to acute hypoxia stress after 96 h

## Methods

### Experimental fish

The experimental fish were obtained from Yixing, a base of the Freshwater Fisheries Research Center, Chinese Academy of Fishery Sciences. Before the start of experiment, the fish were cultured for 15 days in an indoor water-cycling system with DO > 5 mg/L, 28±1 °C, and pH 7.6±0.2. During this period, fish were fed twice a day with feed containing 8% (w/w) crude fat and 30% (w/w) crude protein at 7:00 and 16:00. Before the start of experiment, the fish were fasted for 24 h.

### Determination of 96-h median lethal hypoxia for GIFT

We selected five low DO levels (3.2, 1.6, 0.8, 0.4, and 0.2 mg/L) to determine the 96 h median lethal hypoxia (96 h-LH50) for GIFT. The preliminary experiment was performed in 400-L plastic tanks (10 fish per tank, a total of 150 fish), and each tank was filled with 150 L aerated tap water. According to the method of Jiang et al. [62], real-time readings using a DO meter (LD0101 probe, range 0.1–20.0 mg/L, Hach, Loveland, USA) were used to detect and control the DO in water. At the beginning of the experiment, the DO in the experiment tanks reached oxygen requirement within 2 h by filling with nitrogen [34]. In the experiment, we observed the conditions of the experimental fish every hour, and caught the dead fish in time and recorded it. After the experiment, the surviving experimental fish were temporarily kept in the tank for a week, and then put back into the pond. We calculated the cumulative mortality of each treatment group within 96 h, and obtained the 96 h-LH50 of GIFT through linear interpolation.

### Treatment and sampling

A total of 240 experimental fish were used for the acute hypoxic stress experiment. The GIFT were randomly sorted into six tanks with 40 fish per tank; there were three hypoxic stress groups (HG) and three 5 mg/L control groups (CG). The DO of the three treatment groups was rapidly reduced to 96 h-LH50 using a nitrogen gas cylinder to pump nitrogen into the water [34]. The DO in water was detected by a DO meter and controlled by adjusting the oxygen intake. At the end of the 96-h acute hypoxia stress experiment, all GIFT were rapidly deep anesthetized by the following methods. Three grams Tricaine methanesulfonate (MS-222, Argent Chemical Laboratories, Redmond, WA, USA) was dissolved in 30 L aquaculture water to prepare 100 mg L^− 1^ MS-222 anesthetics in a plastic bucket. Then we soaked 10 GIFT each time with the above anesthetic for 5 min. After 5 min, fish body remained still, the abdomen facing up and the gill movement is not continuous. Then the GIFT were considered under deep anesthesia. After this, the GIFT were euthanized by rapid cooling method. The specific operation method was to soak the experimental fish in 30 L 0 °C ice water mixture (25 L of ice and 5 L of water) for 10 min until the gill cap did not open or close within 60 s. It was identified that the fish had been euthanized and then the subsequent sampling experiment was conducted [63]. Three fish were randomly taken from each tank to sample liver tissues. The liver samples were divided into two parts: one part of the liver was used for high-throughput transcriptome analysis; and the other part was used to analyze gene transcript levels by qRT-PCR. Another 13 fish were caught from each tank and their liver tissues were sampled. Ten of those samples were used for LC-MS metabolome analysis and three were used for biochemical indicator analysis. All the samples were frozen quickly in liquid nitrogen and stored at − 80 °C until subsequent experiments.

### Measurement of hepatic biochemical indicators

Liver samples (about 0.1 g) were homogenized in precooled phosphate buffer (50 mmol L^− 1^, pH 7.4) and then centrifuged for 20 min (4 °C, 3000 *g*). Test kits purchased from the Nanjing Jiancheng Bioengineering Institute (Nanjing, China) were used to measure the hepatic TC, TG, and FFA contents. Enzyme-linked immunosorbent assays were used to measure liver glycogen content and LDH activity, with kits from the Shanghai Longton Biotechnology Co., Ltd. (Shanghai, China).

### Metabolite extraction and parameter settings

The liver tissue samples (about 50 mg) were homogenized in 120 μL pre-cooled 50% methanol buffer using a high-throughput tissue lyser (Ningbo, China). The solutions were placed on ice for 10 min and then centrifuged for 20 min (4 °C, 4000 g). The supernatants were collected and used for metabolomic analysis.

All chromatographic separations were performed using an ultra-performance liquid chromatography (UPLC) system (SCIEX, Warrington, UK) equipped with an ACQUITY UPLC BEH Amide column (100 mm × 2.1 mm, 1.7 μm, Waters, Manchester, UK). The sample injection volume was 4 μl, and the flow rate was 0.4 mL/min. The solvent system consisted of solvent A (25 mM ammonium acetate + 25 mM NH_4_H_2_O) and solvent B (IPA: ACN=9:1 + 0.1% formic acid) and the elution gradient program was as follows: hold at 95% B for 0.5 min, decrease linearly from 95 to 65% B (0.5–9.5 min), decrease linearly from 65 to 40% B (9.5–10.5 min), hold at 40% B (10.5–12 min), linear increase from 40 to 95% B (12–12.2 min) and hold at 95% B until 15 min.

Mass spectrometry data acquisition was performed using a high-resolution tandem mass spectrometer TripleTOF5600plus (SCIEX). The Q-TOF was manipulated in both POS and NEG ion modes using the following parameters: curtain gas and nebulizer pressure set to 30 PSI and 60 PSI, respectively; interface heater temperature, 650 °C. In POS and NEG ion modes, the detector voltage was 5 kV and − 4.5 kV, respectively. The data were collected in IDA mode, and the mass spectra scan range was set to m/z 60 to 1200. The QC samples were prepared by mixing the supernatant mixture of all eight individual liver samples. These QC samples were injected at the beginning, middle, and end of the analytical process to ensure stability of the LC–MS analyses [64].

### Identification and quantification of metabolites

After LC−MS analysis, raw data were converted into mzXML format using ProteoWizard (version 3.0.18199). Then, XCMS software (http://xcmsonline.scripps.edu) was used for peak alignment, extraction, and quantification [65]. The peak data were further processed by the MetaX toolbox implemented with R software and CAMERA. Detectable features were first processed to remove low-quality features (detected in less than 50% of QC samples or 80% of biological samples). The remaining features with missing values were then filled using the K-nearest neighbor algorithm [66]. Before PCA, data normalization was conducted using the probabilistic quotient normalization method [67] and the quality control-base robust loess signal correction method [68]. After data normalization, features with a coefficient of variation > 30% in all QC samples were removed. The remaining features were considered high-quality and used for further analyses. We used PCA to visualize the datasets of the live samples in the HG and CG. PLSDA was then used for cluster analysis and to build a discriminant model. Permutation tests (*n* = 200) were used to evaluate the validity of PLSDA models [69].

### Analysis of DE metabolites

The DE metabolites were preliminarily screened based on variable importance in the projection (VIP) values generated by the PLSDA model in this study. The VIP cut-off value was set at 1.0 and VIP values > 1.0 were chosen as significant discriminatory features between the CG and HG. Then, these features were confirmed by Wilcoxon rank sum test [70]. The *P*-value was adjusted by Benjamini–Hochberg’s approach. The fold change (FC) of each feature between these two groups was calculated as follows: FC = mean value of normalized ion intensity obtained from CG / mean value of normalized ion intensity obtained from HG. Features with a VIP value > 1, FC > 2 or < 0.5, and an adjusted *P*-value < 0.05 were selected as DE features and used for further analyses. These criteria were selected on the basis of previous studies [71, 72].

DE features were annotated in KEGG (http://www.kegg.jp/) [73] and HMDB (http://www.hmdb.ca/) according to Tao et al. [74]. The mass data of each feature were compared with that in the database (mass tolerance, 10 ppm). We also used an in-house fragment spectrum library of metabolites to validate the metabolite identification [72].

### RNA sequencing

Total RNA was extracted from liver samples using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer’s instructions. The total RNA quality and purity were analyzed using a Bioanalyzer 2100 instrument and RNA 6000 Nano Lab Chip Kit (Agilent, Palo Alto, CA, USA) for samples with RNA integrity number (RIN) > 7.0. Poly(A) mRNA was separated from approximately 10 μg total RNA with poly-T oligo-attached magnetic beads (Invitrogen, Carlsbad, CA, USA). Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. According to the protocol of the mRNA Seq Sample Preparation kit (Illumina, San Diego, CA, USA), mRNA was reverse-transcribed to establish six cDNA libraries. Then, according to the vendor’s recommended protocol, paired-end sequencing (300 ± 50 bp) was performed on the Illumina Hiseq4000 platform (LC Sciences, Santiago, CA, USA) [75].

### Analysis of DE genes

The mapped data set in each sample was assembled using StringTie to reconstruct the complete transcriptome. Then, Ballgown was used to estimate the differential expression levels of genes using the complete transcriptome assembled by StringTie. The transcript levels of mRNAs and genes were estimated based on FPKM values [76]; DE genes were identified to obtain a *P*-value for each gene between any pair of samples, according to Audic et al. [77]. We calculated the false discovery rate (FDR) using the corrected *P*-value. We selected DE mRNAs and genes based on log2 (fold change) > 1 or log2 (fold change) <− 1 and corrected *P* < 0.05 using the R package, Ballgown. GO (http://geneontology.org/) and KEGG enrichment analyses [73] were performed to determine the functions of the DE genes and the metabolic pathways associated with them, respectively, according to the method of Qiang et al. [78]. The GO enrichment analysis of DE genes was carried out using tools at the Metascape database (https://metascape.org/gp/index.html#/main/step1), and a map was drawn. KEGG enrichment analysis of DE genes was performed to make scatter plots in ggplot2 (https://ggplot2.tidyverse.org/).

### Integrated analysis of metabolite and transcription profiles

On the basis of the transcriptome and metabolome results, DE metabolites and DE genes annotated in the same KEGG pathway were observed. Then, we selected the DE metabolites and top 40 DE genes (in order of |log2(fold change) | from large to small) in pathways related to glucose and lipid metabolism for subsequent analysis. Pearson’s correlation coefficient analysis was performed on the selected DE metabolites and genes using the cor program from R (version 3.5.1) [79, 80].. The correlation analysis screening conditions were |r|> 0.9 and *p* value< 0.01. The OmicStudio tools (https://www.omicstudio.cn/tool) were used for network map analysis of the screened pairs.

### Validation of DE gene in GIFT liver after 96 h hypoxic stress by qRT-PCR

We verified the expression patterns of selected DE genes associated with changes in the glycolipid metabolism pathway under hypoxia stress by qRT-PCR, with the primers shown in Table S3. Total RNA was extracted from liver tissues from the CG and HG with Trizol reagent (Invitrogen). We used PrimeScript™ RT Master Mix (Takara, Dalian, China) for the RT reaction of the mRNAs. Each 10 μL RT mixture included RNA sample (≤ 500 ng), 2 μL 5 × PrimeScript RT Master Mix, and RNase Free dH_2_O to complete the volume to 10 μL. The reaction procedure was as follows: 37 °C for 15 min, 85 °C for 5 s, and the reaction was terminated by cooling to 4 °C. We used SYBR® Premix Ex Taq kits (Takara) for analyzing DE genes using a 7900HT Fast Real-Time PCR system (Applied Biosystems, Foster City, CA, USA). Each 25-μL qRT-PCR mixture included 12.5 μL SYBR (2◊) Advantage Premix, 0.5 μL ROX Dye II (5◊), 1 μL forward primer, 1 μL reverse primer, 2 μL cDNA template, and 8 μL RNase-free dH_2_O. The PCR reaction method was that described previously by Qiang et al. [81]. The Ct values measured for each sample were normalized against the value of *β-Actin*, and the relative fold change relative to *β-Actin* expression was calculated by the 2^-ΔΔCt^ method.

### Data analysis

Data were expressed as means±standard error. Independent-sample *t* tests was used to detect differences between the CG and HG. *P* values < 0.05 were considered to indicate significance.

## Supplementary Information

**Additional file 1: Figure S1.** Total ion chromatograms of LC-MS data from profiles of GIFT hepatic metabolites detected in POS ion mode (A) and NEG ion mode (B). CL1-3_1-3 N. mzXML, HL1-3_1-3 N. mzXML, and QC1-8 N. mzXML represent samples in CG group, HG group and quality control group, respectively. X-axis represents retention time and y-axis represents total ion chromatograms in MS.

**Additional file 2: Figure S2.** m/z peak width and retention time peak width of metabolites detected in liver samples from CG or HG groups in POS and NEG modes. (A) Width of m/z peak in POS mode. (B) Width of m/z peak in NEG mode. (C) Width of retention time peak in POS mode. (D) Width of retention time peak in NEG mode.

**Additional file 3: Figure S3.** Regional distribution of reference genome alignment of valid data.

**Additional file 4: Figure S4.** Glycolysis/gluconeogenesis pathway annotated by KEGG. Red: significantly up-regulated transcript annotated to a ko node; blue: significantly down-regulated transcript annotated to a ko node; orange: transcript annotated to a ko node that is both up-regulated and down-regulated. Boxes represent genes or enzymes; open circles represent small molecule compounds; solid arrows represent the direction of biochemical reactions; dotted arrows connect other related metabolic pathways. (Same below for Fig. S5, S6, S7, S8) Reproduced with the permission of ref. 73, copyright@Kyoto Encyclopedia of Genes and Genomes (KEGG).

**Additional file 5: Figure S5.** Insulin signaling pathway annotated by KEGG. Reproduced with the permission of ref. 73, copyright@Kyoto Encyclopedia of Genes and Genomes (KEGG).

**Additional file 6: Figure S6.** Pentose phosphate pathway annotated by KEGG. Reproduced with the permission of ref. 73, copyright@Kyoto Encyclopedia of Genes and Genomes (KEGG).

**Additional file 7: FigureS7.** Biosynthesis of unsaturated fatty acids pathway annotated by KEGG. Reproduced with the permission of ref. 73, copyright@Kyoto Encyclopedia of Genes and Genomes (KEGG).

**Additional file 8: Figure S8.** Fatty acid degradation pathway annotated by KEGG**.** Reproduced with the permission of ref. 73, copyright@Kyoto Encyclopedia of Genes and Genomes (KEGG).

**Additional file 9: Table S1.** Differentially expressed genes in GIFT liver under hypoxia stress.

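Table S1 lists the DE genes of the paper with their FPKM in each library, their fold change and their p-value. The copy available here holds 1708 of the 2375 genes, 804 up-regulated and 904 down-regulated, and all 1708 were found in the deposited table by their identifier. For 1707 of them the 6 FPKM values were equal to the deposited ones within 0.0051. Of these genes 1610 passed the minimum of 1 FPKM, and each of them had the same sign of change in HG against CG in limma as in Table S1. No library had an FPKM above 10 for 686 of the genes. For 1021 of the 1022 other genes, the log2 fold change of Table S1 lay within 0.05 of the coefficient of the Ballgown-style model, which includes the library size as a covariate.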

**Additional file 10: Table S2.** *P* values of top 20 enriched pathways under hypoxia stress.

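Table S2 gives the p-value of each of the 20 KEGG pathways in Fig. 5, and a small value means that the pathway holds more DE genes of the paper than chance would give. A pathway is listed by its number and name and without the direction of its genes. The table does not say which genes counted as the background, and its p-values are not described as adjusted for the number of pathways.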

**Additional file 11: Table S3.** Sequences of primers used to amplify differentially expressed mRNAs.

## Data Availability

The raw sequencing data generated and analyzed in this study have been deposited at the Gene Expression Omnibus (GEO) repository under the accession number (GSE146142) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146142). The hepatic metabolome data in this study have been deposited at Dryad: 10.5061/dryad.qjq2bvqdw.

## Abbreviations

GIFT: Genetically improved farmed tilapia
DO: Dissolved oxygen
96 h-LH50: 96 h median lethal hypoxia
CG: Control group
HG: Hypoxia stress group
DE: Differentially expressed
GLU: Glucose
TC: Cholesterol
FFA: Free fatty acids
TG: Triglyceride
LDH: Lactate dehydrogenase
UPLC: Ultra-performance liquid chromatography
QC: Quality control
HMDB: Human metabolome database
KEGG: Kyoto Encyclopedia of Genes and Genomes
GO: Gene ontology
FPKM: Fragment per kilobase of exon per million fragments mapped
FC: Fold change
FDR: False discovery rate
ELOVL6: Elongation of the very long chain fatty acid protein 6
ACAT2: Acyl-coenzyme A: cholesterol acyltransferase 2
PCK1: Phosphoenolpyruvate carboxykinase 1
INSR: Insulin receptor
HSPB1: Heat shock protein family B (small) member 1
LDHA: Lactate dehydrogenase A
MB: Myoglobin
GAPDHS: Glyceraldehyde-3-phosphate dehydrogenase
PCA: Principal component analysis
PLSDA: Partial least square discriminant analysis

# Supplementary material for: Multi-omics analysis reveals the glycolipid metabolism response mechanism in the liver of genetically improved farmed Tilapia (GIFT, Oreochromis niloticus) under hypoxia stress
**Source:** BMC Genomics. 2021 Feb 6;22:105. doi: 10.1186/s12864-021-07410-x

HL1

■ exon
■ intron
■ intergenic

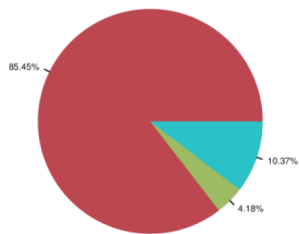

HL2

■ exon
■ intron
■ intergenic

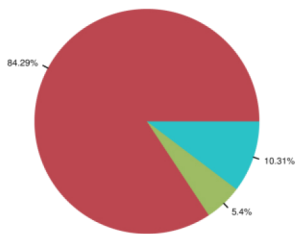

HL3

■ exon
■ intron
■ intergenic

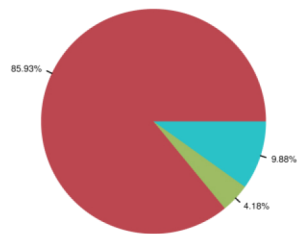

CL1

■ exon
■ intron
■ intergenic

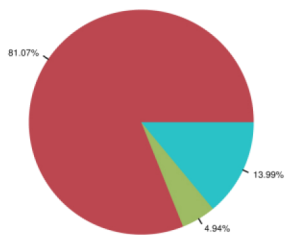

CL2

■ exon
■ intron
■ intergenic

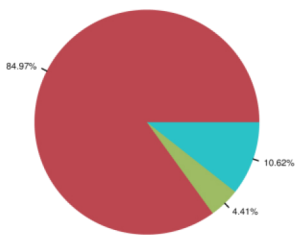

CL3

■ exon
■ intron
■ intergenic

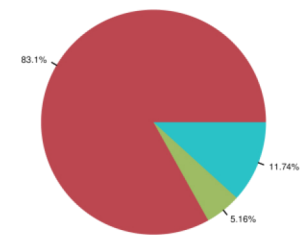

**Supplement:** Supplementary file 3 — Additional file 3: Figure S3. Regional distribution of reference genome alignment of valid data.

# Supplementary material for: Multi-omics analysis reveals the glycolipid metabolism response mechanism in the liver of genetically improved farmed Tilapia (GIFT, Oreochromis niloticus) under hypoxia stress
**Source:** BMC Genomics. 2021 Feb 6;22:105. doi: 10.1186/s12864-021-07410-x
**Supplement:** Supplementary file 9 — Additional file 9: Table S1. Differentially expressed genes in GIFT liver under hypoxia stress.

Table S1 Differentially expressed genes in GIFT liver under hypoxia stress

# Supplementary material for: Multi-omics analysis reveals the glycolipid metabolism response mechanism in the liver of genetically improved farmed Tilapia (GIFT, Oreochromis niloticus) under hypoxia stress
**Source:** BMC Genomics. 2021 Feb 6;22:105. doi: 10.1186/s12864-021-07410-x
**Supplement:** Supplementary file 10 — Additional file 10: Table S2. P values of top 20 enriched pathways under hypoxia stress.

Table S2 *P* values of top 20 enriched pathways under hypoxia stress

| Pathway_id | Pathway_name | *P* value |
| --- | --- | --- |
| ko00980 | Metabolism of xenobiotics by cytochrome P450 | 2.33E-07 |
| ko00982 | Drug metabolism - cytochrome P450 | 2.33E-07 |
| ko00640 | Propanoate metabolism | 8.98E-07 |
| ko00280 | Valine, leucine and isoleucine degradation | 1.09E-06 |
| ko00010 | Glycolysis / Gluconeogenesis | 1.25E-06 |
| ko00380 | Tryptophan metabolism | 7.12E-06 |
| ko00051 | Fructose and mannose metabolism | 1.70E-05 |
| ko03320 | PPAR signaling pathway | 1.90E-05 |
| ko00071 | Fatty acid metabolism | 8.69E-05 |
| ko00983 | Drug metabolism - other enzymes | 3.44E-04 |
| ko00330 | Arginine and proline metabolism | 3.45E-04 |
| ko00830 | Retinol metabolism | 4.08E-04 |
| ko00770 | Pantothenate and CoA biosynthesis | 8.16E-04 |
| ko00650 | Butanoate metabolism | 1.20E-03 |
| ko00410 | beta-Alanine metabolism | 1.46E-03 |
| ko04146 | Peroxisome | 1.50E-03 |
| ko00140 | Steroid hormone biosynthesis | 1.80E-03 |
| ko04910 | Insulin signaling pathway | 1.96E-03 |
| ko00120 | Primary bile acid biosynthesis | 2.44E-03 |
| ko00670 | One carbon pool by folate | 2.44E-03 |

# Supplementary material for: Multi-omics analysis reveals the glycolipid metabolism response mechanism in the liver of genetically improved farmed Tilapia (GIFT, Oreochromis niloticus) under hypoxia stress
**Source:** BMC Genomics. 2021 Feb 6;22:105. doi: 10.1186/s12864-021-07410-x
**Supplement:** Supplementary file 11 — Additional file 11: Table S3. Sequences of primers used to amplify differentially expressed mRNAs.

Table S3 Sequences of primers used to amplify differentially expressed mRNAs.

| Gene abbreviation | Sequence |
| --- | --- |
| PCK1 | F:5’- ATCCCCAAAACAGGCCTCAG -3’ |
|  | R:5’- ACGTACATGGTGCGACCTTT-3’ |
| INSR | F:5’- ATGGTGATGAGGAGCTGCAT -3’ |
|  | R:5’- ACGTAGAAATAGGTGGGTTCCG -3’ |
| HSPB1 | F:5’- CGCGGAAATACACGCTGC -3’ |
|  | R:5’- CGGATTTTGCAGCTTCTGGG -3’ |
| MB | F:5’- GACACCCAGTGAGCCCATAC -3’ |
|  | R:5’- GGTGACCCTTAAAGAGCCTGA -3’ |
| GAPDHS | F:5’- TACACCGAGGATGAGGTCGT -3’ |
|  | R:5’- TCCCGTTTCACTTGTCTCGG-3’ |
| ELOVL6 | F:5’- ACAGTTCAACGAGGACGAAGC -3’ |
|  | R:5’- AGCAAGGGTGAGTGACCACAG -3’ |
| ACAT2 | F:5’- CCGGAAGATGTGTCTGAGGT -3’ |
|  | R:5’- TGCAACCACAATGCTGGAGT -3’ |
| LDHA | F:5’- ACGTACTGCATTTGCCCCTT -3’ |
|  | R:5’- ACTGGATCCCAGGATGTGAC -3’ |

How the deposited data were processed for this re-analysis (not part of the article)

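Liver RNA was measured in 6 libraries of GIFT sampled at 96 h, 3 labelled CG and 3 labelled HG, and each library was taken as 1 replicate under its label. The authors made the deposited FPKM values from paired reads that they mapped with HISAT and assembled and quantified with StringTie, without stated versions and without a stated genome build. The values were used as deposited, on the linear FPKM scale, and all columns of sample values were used. The paper's metabolome, qRT-PCR and hepatic biochemical measurements come from other records and were left out. Read counts were not used here, and neither were methods that need them.

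Values were transformed to log2(FPKM + 1) without further scaling, and loci with a mean FPKM of at least 1 over the 6 libraries were tested. HG was compared with CG by limma 3.58.1 in R 4.3.3, with a trend of the variance over the mean, which gave 2.86 prior degrees of freedom, and p was two-sided and adjusted over all tested loci by the Benjamini-Hochberg method. DE genes had an adjusted p under 0.05 and a log2 fold change of at least 1 in size. At any fold change 3349 loci had an adjusted p under 0.05, 1359 higher and 1990 lower. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The test was also tested on simulated data, in 5 runs with the spread of the real residuals. It called 5.76% of loci with a true log2 change of 1, 50.7% at a change of 2 and 68.4% at a change of 3, and 0.021% of unchanged loci. Far fewer loci were changed in the simulation than were DE genes in the data, which makes the adjustment of p stricter. These shares are therefore not those of the real data. A call also needs an estimate of at least 1, which alone removes many loci with a true change of 1.

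Genes were named by a rule: the 12 largest changes in either direction among DE genes with a gene symbol, no overlap of the groups and a group mean above 10 FPKM, in each list up to 4 members with the smallest adjusted p in its main direction and 2 in the other, from members with adjusted p under 0.05, every tested locus of HIF targets outside glycolysis, and the genes of Table 5 and Fig. 6, 235 tested loci in all. The rule also names beta-actin, whose matching locus was too low in FPKM to be tested. A further clause allows any other member of a list where a count of 5 or fewer is given, and is not part of that number. The values of Table 5 and its genes in Table S1 had been seen when the rule was written. When the lists were written, these values, the first rows of Table S1 and the paper's figures of gene expression and pathways had been seen. The 42 lists covered glycolysis, gluconeogenesis, the pentose phosphate pathway, glycogen metabolism, the insulin signaling pathway, the citrate cycle, oxidative phosphorylation, 5 lipid lists (fatty acid degradation, biosynthesis of unsaturated fatty acids, fatty acid synthesis, cholesterol synthesis, triglycerides), the PPAR signaling pathway, amino acid, bile acid, urea and xenobiotic metabolism, HIF targets within and outside glycolysis, stress, immune, endocrine and circadian responses, and markers of cell types and tissues that can enter a liver sample. A list was tested with camera at a preset correlation of 0.01 between its members, and p was adjusted over the 41 lists with a tested locus. No locus of the endocrine pancreas list was tested. Camera is a two-sided test of the list against all other tested loci. Lists share members, so their tests are not independent.

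Alternatives were fixed in advance: pseudocounts of 0.1 and 0.5, no minimum, a mean of at least 10 FPKM, scaling by median of ratios or upper quartile, quantile normalization, limma without trend or with robust estimation, a Ballgown-style linear model with the library size as covariate and an F test on 1 and 3 degrees of freedom, replicate number as a block, leaving out each library in turn, thresholds with FPKM above 10 as the paper's Results state them, camera with an estimated correlation, and the rotation test fry. The KEGG and Gene Ontology tests, one-sided Fisher's exact tests on the annotation columns of the deposited table, were chosen after the table was seen and used pathways of at least 10 and terms of at least 5 tested loci. The paper's own enrichment test used another annotation source for Gene Ontology, with parent terms, which could not be rebuilt. The relative depth of the libraries was checked from the lowest FPKM values. Coordinates were not given in the table and none are printed.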

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

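The tests of exchanged columns, pancreatic tissue and leukocytes were chosen only after the results were seen. Beside the pathways that the paper treats, 9 of the gene lists shifted in camera at its preset correlation. None of them passed with an estimated correlation (adjusted p from 0.216 to 0.685). Of cholesterol synthesis the paper discusses ACAT2 and measured total cholesterol, and its metabolome lists lathosterol and farnesyl pyrophosphate as down. HIF targets outside glycolysis had a median log2 fold change of -1.74, the interferon and antiviral response 2.34 and the exocrine pancreas -2.52. Cholesterol synthesis had 1.82, the glucocorticoid and fasting response -1.63, hepatocyte genes 0.57, complement and acute phase 0.40, bile duct genes -0.97, and urea and nitrogen metabolism 0.37.

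Most genes that low oxygen induces were lower in the libraries labelled HG, the group kept at low oxygen (camera adjusted p = 2.12e-13 for HIF targets outside glycolysis, adjusted p = 0.216 with an estimated correlation), which may reflect exchanged group labels, other tissue in the samples, or a true state of the liver at 96 h. Muscle in the CG samples is argued against, since the most abundant muscle gene reached 2.53% of the myoglobin FPKM in CG, and so is less blood in HG as the whole cause, since the red blood cells list went both ways with a median of 0.51 and a lower quartile of -0.11, although its haemoglobin gene hbbe2 fell by 3.53 on the log2 scale (adjusted p = 0.00883 from limma). An exchange of columns against the read counts is also argued against, since 15 of 15 pairs of libraries followed the mapped reads under the labels as given and at most 6 did under 6 exchanges. This cannot exclude an exchange of samples before sequencing, or an exchange of names that the mapped reads also carry. The paper's qRT-PCR, on the other part of the same livers, ran in the same direction as the sequencing in Fig. 7, and in other fish of the same tanks its LDH activity was lower in HG, as ldha is under the labels as given, and its glycogen, triglycerides and free fatty acids were higher, which does not settle the matter. An exchange of whole groups and a lowered hypoxia response after 96 h, which was not tested, both stay open.

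Most digestive enzyme genes of the exocrine pancreas were lower in HG (camera adjusted p = 0.00157, adjusted p = 0.522 with an estimated correlation), which may come from a smaller share of pancreatic tissue in those samples or from regulation within it. Their deviations from the group means moved together, with a median pairwise correlation of 0.886 over 10 abundant transcripts (lowest 0.242, highest 0.994) and of 0.821 over all 12 measured members. A changing share of tissue predicts this, so it stays open, as does regulation.

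Most interferon response genes were higher in HG (camera adjusted p = 2.61e-10, adjusted p = 0.287 with an estimated correlation), which could come from more leukocytes or from a response within liver cells. The upper quartile of the log2 fold changes of 37 leukocyte markers was 0.413. This lies below the median of 2.34 of the interferon list, so most of these markers did not rise as much. Only 4 loci of B cells and 6 of T and NK cells were among them. The scale also understates the change of weakly expressed markers. The B cell gene cd79a (MSTRG.23409) rose from 0.18 to 2.50 FPKM with a log2 fold change of 1.56. More of some leukocytes therefore stays open. Whether an infection or another trigger raised these genes was not tested.

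The 6 libraries can be split 3 against 3 in 10 ways, and 10 splits are too few to exclude chance. The real split called 2722 DE genes, 1 split of the 10 reached that number, and the highest other split called 9.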

How the results depend on the processing

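No named gene and no list was called in the opposite direction under any alternative. Among the alternatives, only the KEGG and Gene Ontology tests were chosen after the data were seen, and so were the separate tests of exchanged columns, pancreatic tissue and leukocytes. The list estrogen-responsive egg proteins (female liver), which never passed, had a median of -1.43 and, without a minimum FPKM, of 0.39.

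The number of DE genes higher in HG, 1155 as reported, was 529 with a mean of at least 10 FPKM, 2 in the Ballgown-style model, 736 with an FPKM above 10 in at least 1 library, 633 with a group mean above 10, and 597 with both the unadjusted p of the Ballgown-style model and an FPKM above 10. It was 781 to 958 when 1 library was left out. The number lower in HG, 1567 as reported, was 614, 0, 950, 777 and 667 under these 5 alternatives and 802 (without HG replicate 1) to 1394 (without CG replicate 3) with 1 library left out. More genes were lower than higher as reported, and this balance turned under all 3 ways of scaling. Median of ratios gave 1473 higher and 1237 lower, upper quartile 1440 higher and 1267 lower, and quantile normalization 1408 and 1271. Pseudocounts of 0.1 and 0.5 gave 1292 and 1895, and 1257 and 1780. Without a minimum FPKM, 826 genes were higher and 1080 lower.

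With replicate number as a block, 867 genes were higher and 1093 lower. The numbers do not pair the libraries. After the group means were removed, libraries of the same number had correlations of 0.0365, -0.102 and -0.081, and pairs of different numbers reached 0.115. Only the libraries numbered 1 correlated best with each other.

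With an estimated correlation no list passed. The adjusted p became 0.287 for biosynthesis of unsaturated fatty acids, 0.455 for cholesterol synthesis, 0.216 for fatty acid degradation, 0.287 for gluconeogenesis, 0.293 for glycolysis, 0.216 for HIF targets outside glycolysis, 0.597 for the insulin signaling pathway and 0.287 for the interferon and antiviral response. In this setting camera's p rose even where the estimate lay below the preset 0.01. For gluconeogenesis the estimate was -0.026, and camera's unadjusted p went from 0.0110 to 0.0513. Correlated members do not explain that loss. Gluconeogenesis also lost its call with a mean of at least 10 FPKM (adjusted p = 0.137), without the genes of Table 5 and Fig. 6 (adjusted p = 0.12) and without HG replicate 2 (adjusted p = 0.0506, from 0.00966 with 1 library left out). Cholesterol synthesis lost it in fry (adjusted p = 0.0675), a rotation test of the list alone in which 21 lists passed. The pentose phosphate pathway passed in none of 20 alternatives, with adjusted p from 0.511 to 0.994.

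Of the 32 other lists, 13 lost their call with an estimated correlation, 4 with a mean of at least 10 FPKM and 2 in the Ballgown-style model. The list urea and nitrogen metabolism lost it without CG replicate 3 (adjusted p = 0.0566). With a mean of at least 10 FPKM, bile duct (adjusted p = 0.102) and xenobiotic cytochrome P450 and conjugation (adjusted p = 0.0729) lost theirs. Of the 235 named genes, 220 lost their call in the Ballgown-style model, 41 without a minimum FPKM and 58 without HG replicate 1, the most for any library. Median of ratios ended 9 calls and a pseudocount of 0.1 ended 1.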

Differences from the paper's values

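The tests of exchanged columns, pancreatic tissue and leukocytes and the annotation tests were chosen only after the results were seen. Among the genes of Table 5, only the log2 fold change of MB lay more than 1 standard error from the paper's. Both values come from the same libraries, so this error is not that of their difference. PCK1 lay further away, at -8.08 (standard error 0.76) here and -7.43 in the paper. MB was -5.24 (standard error 0.30) here and -5.57 in the paper's Table 5. Of the alternatives set before the deposited table was examined, the Ballgown-style model gave -5.57, the paper's value. Leaving out CG replicate 1 (-5.30), CG replicate 3 (-5.36), HG replicate 1 (-5.42) or HG replicate 3 (-5.31) also brought the values within the error. A replicate block left MB at -5.24 and only widened the standard error to 0.37. Other alternatives did not close the gap: pseudocounts of 0.1 and 0.5 (-5.26 and -5.25), median of ratios (-5.03), upper quartile (-5.05), quantile normalization (-5.23), leaving out CG replicate 2 (-5.06) or HG replicate 2 (-4.98), the other minimums and limma settings, and the log2 ratio of the group means (-5.24).

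Table 5 defines its fold change as the mean of HG over the mean of CG. By that definition the log2 ratio is -14.29 for PCK1 and -6.57 for HSPB1, against the paper's -7.43 and -4.69. The Ballgown-style model gives -7.42 for PCK1 and -4.55 for HSPB1, and it gives the paper's -1.68 for INSR, -3.87 for GAPDHS, 2.85 for ELOVL6 and -2.07 for LDHA, so most of Table 5 follows the coefficients of such a model and not its stated definition.

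The paper gives 2375 DE genes, 1201 up and 1174 down. The thresholds on fold change and adjusted p stated in its Methods gave 2722, 1155 and 1567 here in limma, among loci with a mean of at least 1 FPKM. Without this minimum they gave 1906, 826 and 1080. In the Ballgown-style model, nearer to the tool that the Methods name, the same thresholds with the minimum gave 2 up and 0 down. An FPKM above 10, which its Results also require, gave 736 and 950 in at least 1 library, yet 686 of the 1708 genes in the available part of Table S1 have no FPKM above 10. At an unadjusted p, the Ballgown-style model gave 1057 and 1102 without the requirement of an FPKM above 10, among loci with a mean of at least 1 FPKM.

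The paper states that DE genes were enriched in the pentose phosphate pathway. Here the KEGG column gave an adjusted p = 0.638 (unadjusted p = 0.215, Fisher's exact test) and the fixed list passed under no alternative. The pathway is not among the 20 of Table S2 either. For biosynthesis of unsaturated fatty acids, also absent from Table S2, the KEGG column had no enrichment of DE genes (unadjusted p = 0.431, Fisher's exact test). Among up-regulated genes alone the unadjusted p was 0.0407, and the pathway did not pass with adjustment (adjusted p = 0.21, Fisher's exact test). The fixed list rose in camera at its preset correlation and did not pass with an estimated correlation (adjusted p = 0.287). The Gene Ontology term lipid metabolic process, which the paper names, did not pass by the direct annotation of the table, which lacks the parent terms that the paper's tool uses.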

Other observations

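The KEGG and Gene Ontology tests and those of exchanged columns, pancreatic tissue and leukocytes were chosen only after the results were seen. Most genes of the glucocorticoid and fasting response fell in the libraries labelled HG, and tat and pdk4 MSTRG.20978, a kinase that spares glucose in fasting, rose. The latter had a log2 fold change of 1.00 (standard error 0.27, adjusted p = 0.0438 from limma), a call that ended without HG replicate 1 and without other single libraries (adjusted p = 0.116, 0.0249 to 0.269 over all alternatives). dusp1 (MSTRG.8292), a phosphatase that ends MAP kinase signaling, fell from 85.1 ± 43.0 FPKM in CG to 2.39 ± 0.543 FPKM in HG (SD, n = 3), a log2 fold change of -4.56 (standard error 0.37, adjusted p = 0.00123 from limma). The list had 2 higher, 18 lower and 9 not passed of 29 (3 and 18 adjusted over the list alone, camera adjusted p = 3.74e-06, adjusted p = 0.287 with an estimated correlation). The loci of igfbp1a, igfbp1b, ddit4 and angptl4 count among the falls of this list and among those of the HIF targets. The igfbp1a and igfbp1b loci also count among the falls of the growth hormone and IGF list, so the falls of these lists are not separate. Growth hormone and IGF genes had 3 higher, 9 lower and 10 not passed of 22 (3 and 11 adjusted over the list alone, camera adjusted p = 0.190, adjusted p = 0.660 with an estimated correlation), with a rise of igfbp2b (MSTRG.5856), a binding protein of insulin-like growth factors (log2 fold change 2.08), and of the thyroid hormone receptor thrb (MSTRG.18403) (1.35). In fry, which tests the list alone, the list passed as lower (adjusted p = 0.0110). Circadian genes had 3 higher, 7 lower and 11 not passed of 21 (4 and 7 adjusted over the list alone, camera adjusted p = 0.878, adjusted p = 0.952 with an estimated correlation), and the clock output genes dbpa (MSTRG.15507) and tefb (MSTRG.5659) moved in opposite directions (log2 fold changes 2.62 and -1.91).

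Urea and nitrogen metabolism had 5 higher, 2 lower and 13 not passed of 20 (7 and 3 adjusted over the list alone, camera adjusted p = 0.0183, adjusted p = 0.398 with an estimated correlation), with a rise of the glycine cleavage enzyme amt (MSTRG.7291) from 4.32 ± 1.71 FPKM in CG to 26.4 ± 7.54 FPKM in HG (SD, n = 3). The camera call of this list ended without CG replicate 3. Antioxidant genes had 5 higher, 1 lower and 19 not passed of 25 (6 and 2 adjusted over the list alone, camera adjusted p = 0.152, adjusted p = 0.553 with an estimated correlation), with a median of -0.02 and a mean of 0.04. Among them superoxide dismutase, sod1 (MSTRG.9298), rose by 2.24 and the peroxidase prdx1 (MSTRG.16137) fell by 3.79 on the log2 scale. The unfolded protein response had 4 higher, 3 lower and 27 not passed of 34 (4 and 3 adjusted over the list alone, camera adjusted p = 0.109, adjusted p = 0.740 with an estimated correlation) and the cell cycle 3 higher, 4 lower and 11 not passed of 18 (4 and 7 adjusted over the list alone, camera adjusted p = 0.581, adjusted p = 0.865 with an estimated correlation), with a rise of the replication gene mcm7 (MSTRG.7641) (log2 fold change 2.33). Ribosomal proteins had 0 higher, 0 lower and 42 not passed of 42 (0 and 0 adjusted over the list alone, camera adjusted p = 0.0864, adjusted p = 0.853 with an estimated correlation).

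Among markers of cell types, hepatocyte genes had 7 higher, 2 lower and 16 not passed of 25 (7 and 2 adjusted over the list alone, camera adjusted p = 0.000638, adjusted p = 0.522 with an estimated correlation), and the apolipoproteins apoa2 (MSTRG.13170) and apoea (MSTRG.9780) moved apart (log2 fold changes 1.82 and -3.53). Bile duct genes had 0 higher, 4 lower and 3 not passed of 7 (0 and 6 adjusted over the list alone, camera adjusted p = 0.00384, adjusted p = 0.233 with an estimated correlation), with a fall of the keratin krt8 (MSTRG.11793) from 444 ± 43.3 FPKM in CG to 163 ± 20.4 FPKM in HG (SD, n = 3). Endothelium and stroma had 1 higher, 5 lower and 15 not passed of 21 (1 and 7 adjusted over the list alone, camera adjusted p = 0.581, adjusted p = 0.784 with an estimated correlation), with falls of the endothelial receptors kdr (MSTRG.2609) and stab1 (MSTRG.10270) (log2 fold changes -1.68 and -2.06). Exocrine pancreas genes had 0 higher, 9 lower and 3 not passed of 12 (1 and 11 adjusted over the list alone, camera adjusted p = 0.00157, adjusted p = 0.522 with an estimated correlation), with a fall of the carboxypeptidase cpa1 (MSTRG.11872) from 101 ± 52.6 FPKM in CG to 15.5 ± 8.07 FPKM in HG (SD, n = 3), a log2 fold change of -2.66 (standard error 0.52, adjusted p = 0.0154 from limma). The single egg protein locus tested did not pass (camera adjusted p = 0.603), and intestine genes had 0 higher, 0 lower and 3 not passed of 3 (0 and 0 adjusted over the list alone, camera adjusted p = 0.673, adjusted p = 0.793 with an estimated correlation), with a median of -0.15 and a mean of 0.34. For B cells the counts were 1 higher, 1 lower and 2 not passed of 4 (1 and 1 adjusted over the list alone, camera adjusted p = 0.768, adjusted p = 0.865 with an estimated correlation), and for T and NK cells 0 higher, 1 lower and 5 not passed of 6 (0 and 1 adjusted over the list alone, camera adjusted p = 0.673, adjusted p = 0.784 with an estimated correlation). Macrophages and neutrophils had 1 higher and 8 lower adjusted over the list alone.

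A changed share of tissue may lie behind the fall of pancreatic markers, as the median pairwise correlation of 0.886 among pancreatic transcripts would fit, though regulation within the tissue was not tested. For bile duct markers no such test was made, and the cause of their fall stays open. Liver samples with the pancreatic share measured by histology would help to separate the causes for the pancreatic markers. Livers sampled earlier than 96 h would instead bear on the lower HIF targets.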
